# Med14 phosphorylation shapes genomic response to GLP-1 agonists

**DOI:** 10.1073/pnas.2536772123

**Published:** 2026-03-04

**Authors:** Sam Van de Velde, Jungting Yu, K. Garrett Evensen, Edmund Pakhlevanyan, April E. Williams, Reuben J. Shaw, Marc Montminy

**Keywords:** GLP-1, PKA, diabetes, transcription, beta cells

## Abstract

Binding of GLP-1 to its receptor in pancreatic beta cells triggers activation of the cAMP pathway and phosphorylation of CREB, leading to induction of cellular target genes containing CREB binding sites. By contrast with their acute effects on beta cell gene expression, chronic exposure of beta cells to stable GLP-1 analogs like Exendin-4 stimulates sustained expression of beta cell-specific genes, leading to increases in beta cell viability and insulin secretion. In a proteomic screen for transcriptional coregulators that contribute to the transcriptional effects of GLP-1, we identified Med14, the scaffolding subunit of the conserved 30 subunit Mediator complex. Exposure to Exendin-4 and other GLP-1 receptor agonists stimulates sustained phosphorylation of Med14 at Ser983, which corresponds to a conserved PKA recognition site. Mutation of Med14 at Ser983 blocked Exendin-4 effects on cellular gene expression by interfering with CREB-mediated activation of beta cell-specific enhancers. Med14 mutation results in higher alpha-to-beta cell ratios and blunted gene regulation in response to Exendin-4 in Ser983-mutant primary mouse islets. Our work reveals how phosphorylation of a general transcription factor in response to GLP-1 analogs triggers a broad genomic response with salutary effects on beta cell function.

## Significance

Stable GLP-1 agonists like Exendin-4 and Ozempic have become a mainstay for treatment of type II diabetes; these peptides enhance insulin secretion and improve beta cell viability in part through sustained activation of the cAMP-CREB pathway. The long-term benefits of GLP-1 receptor agonists appear to reflect the genomic adaptation of beta cells to elevated levels of circulating glucose and lipids in the blood. We found that exposure of pancreatic islet beta cells to GLP-1 receptor agonist promotes phosphorylation of Med14, a subunit of the mediator transcriptional complex. As mutation of Med14 at this phosphorylation site blocks induction of GLP-1-responsive genes, our studies suggest how a general coactivator can promote the selective induction of metabolic programs in response to circulating hormones.

Pancreatic beta cells are equipped to convert metabolic cues of nutrient abundance to insulin secretion. Acute changes in glucose and lipid metabolism during feeding are important in maintaining energy balance; chronic increases in these circulating metabolites disrupt beta cell function and lead to type 2 diabetes. Hyperglycemia stimulates glycolytic and lipogenic gene programs in beta cells through induction of Hypoxia Induced Factor (HIF) and sterol response element binding protein (SREBP) (1–6). These responses promote adaptation to acute increases in circulating glucose concentrations, while also contributing to gluco- and lipotoxicity in the setting of chronic hyperglycemia.

Feeding stimulates release of GLP-1 from enteroendocrine cells of the gut to maintain blood glucose homeostasis through induction of insulin release and suppression of glucagon secretion (7, 8). Triggering of the GLP-1 receptor in beta cells by the stable GLP-1 analog Exendin-4 (Ex-4) increases intracellular cAMP production. Ex-4 cooperates with circulating glucose levels to stimulate insulin release acutely and to increase insulin gene expression and beta cell survival (9). The long-term metabolic benefits of Ex-4 suggest that it promotes a beta cell specific genomic adaptation, which mitigates the response to increased metabolic demands in the setting of insulin resistance (10, 11).

Indeed, Ex-4 appears to act cooperatively with glucose to promote expression of beta cell-specific genes via the induction of CREB and its coactivators. Depletion of CREB family member activity in beta cells through expression of dominant-negative ACREB causes beta cell failure and diabetes (12), while deletion of CREB in adult beta cells blunts Exendin-4 induced insulin secretion and glucose tolerance in high fat diet fed animals (13). However, the mechanisms linking gene regulation by cAMP with the salutary effects of GLP-1 analogs remain poorly understood. In a proteomic screen for transcriptional regulators that are phosphorylated by PKA in response to cAMP signaling in INS-1 beta cells, we identified MED14, a subunit of the Mediator complex.

Mediator is a multisubunit nuclear complex that governs transcription at the level of preinitiation complex (PIC) organization, RNA polymerase II (Pol II) C-terminal domain phosphorylation, Pol II pause release, and enhancer activation (14). Structurally, mediator consists of 30 subunits that are connected by the scaffolding subunit Med14. Mediator also contains a kinase module that controls activity of Pol II and transcriptional elongation factors (15–18). Mediator is thought to trigger the expression of metabolic programs by associating with DNA-specific transcription factors (TFs). TFs that directly bind mediator subunits include a number of metabolic regulators, such as peroxisome proliferator-activated receptor alpha and gamma (PPARα, γ) and SREBP (19–24).

Here, we identify a conserved PKA phosphorylation site in Med14 that promotes sustained beta cell target gene expression, in part by activation of CREB bound enhancers. We find that broad transcriptional regulation of metabolism coincides with cellular lipid imbalance in Med14 S983A mutant INS-1 cells. Med14 S983A mutation also blocks gene regulation by sustained Ex-4 exposure in primary beta cells. Together, our results reveal how GLP-1 analogs reprogram the beta cell genome in part through the phosphorylation of a mediator subunit.

## Results

### Ex-4 Triggers a Robust Transcriptional Response in Beta Cells.

To investigate the mechanism by which Ex-4 promotes insulin secretion and beta cell viability, we performed Spike-in normalized RNA sequencing (RNA-seq) on INS-1 insulinoma cells upon acute (1 h) or prolonged (16 h) Ex-4 exposure. Ex-4 treatment for one hour induced a limited set of genes (n = 184; FC > 1.5, padj. < 0.05): many of these correspond to core CREB target genes that enriched in feedback inhibition of upstream signaling (e.g., *Pde10a*, *Rgs2*, *Dusp1*, *Sik1*) and activator protein (AP-1) transcription factors (e.g., *Fos*, *JunB*, *Fosl1*, *Fosl2*) (Fig. 1*A* and Dataset S1) (25).

**Fig. 1.**
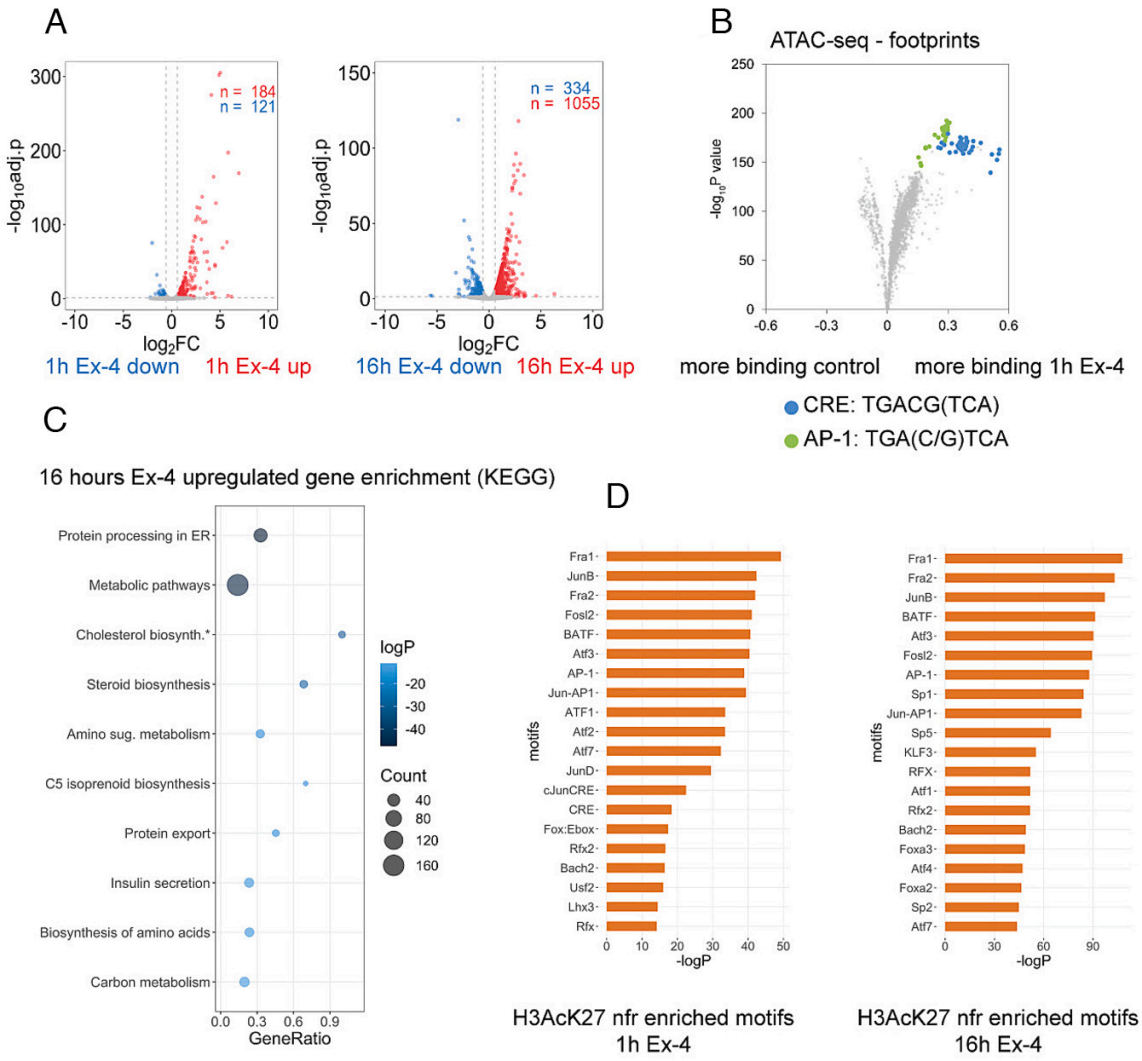
Ex-4 triggers a robust gene response. (*A*) Differential gene expression after acute (1 h, *Left*) or sustained (16 h, *Right*) Ex-4 (10 nM) exposure in INS-1 cells. RNA-seq was performed in duplicate. (*B*) Volcano plot depicting change in footprint score over transcription factor binding motifs in accessible chromatin regions (ATAC) after 1 h Ex-4 (10 nM) treatment. Motifs corresponding to CREB response binding (CRE) and activator protein-1 (AP-1) are highlighted. (*C*) KEGG pathway enrichment analysis of genes induced after 16 h Ex-4 (10 nM) exposure. (*D*) Motifs enriched in nucleosome-free regions (nfr) of active enhancers (H3AcK27 ChIPseq) annotated to genes induced after 1 h (*Left*) and 16 h (*Right*). See also *SI Appendix*, Fig. S1 and Datasets S1–S6.

By contrast with these short-term effects, prolonged exposure (16 h) of INS-1 cells to Ex-4 generated a far more robust transcriptional response (n = 1,065; FC > 1.5, padj. < 0.05) (Fig. 1*A* and Datasets S2 and S3). Gene responses to Ex-4 overlapped almost entirely with the adenylate cyclase agonist forskolin (FSK), confirming that Ex-4 promotes gene expression primarily through activation of the cAMP pathway (*SI Appendix*, Fig. S1 *A*–*C* and Datasets S4–S6) (26).

To determine the mechanism by which Ex-4 modulates gene expression we performed ChIP-seq studies of cAMP-responsive factors (CREB, CRTC2), activated histone marker H3AcK27, and elongating phosphorylated RNA polymerase (Pol IIpS2). Inspection of the genomic region surrounding the CREB-target gene *Irs2* revealed comparable CREB/CRTC2 recruitment, enhancer activation, and Pol IIpS2 elongation by Ex-4 and FSK (*SI Appendix*, Fig. S1*D*). 

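ATAC-seq, in which a transposase cuts accessible DNA and inserts sequencing adapters, was performed in INS-1 cells, a rat insulinoma line that secretes insulin. The cells were WT or carried the Med14 S983A mutation, in which a serine of the Mediator subunit Med14 is replaced by alanine. Each genotype was left untreated (CON) or treated for 1 h with 10 nM Ex-4, a GLP-1 receptor agonist, or 10 μM FSK, an activator of adenylyl cyclase. There was 1 library per genotype and treatment, 6 libraries in all and none replicated, and no p-value is given. The sample labels do not say which S983A line was used.

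The authors deposited 1 table of 220490 merged peaks with an FPKM value for each library, the tags of a peak per kilobase and scaled to the size of the library. Reads had been aligned to rn6, mitochondrial, low quality and duplicated reads removed, and peaks called in each library and then merged. The FPKM values step by whole sequence tags, which gives the tags inside peaks that they rest on. These numbered 151499441 in WT CON, 158848211 in WT Ex-4 and 251148370 in WT FSK cells. The S983A libraries held 134321443 in CON, 147130816 in Ex-4 and 162960238 in FSK cells. The depth that the paper states counts all reads of a library, whereas the FPKM values are scaled to tags inside the library's own peaks. A merged peak that was not called in a library is listed at 0 there with few exceptions, so a 0 reports the call and not the absence of tags. A called peak may likewise be undercounted where the library's own call was narrower than the merged peak, which was not checked.

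Ratios were taken as log2(FPKM + 0.2172), the added value being 0.1 times the median FPKM, and peaks whose mean FPKM was below the 25th percentile were left out, which kept 165374 peaks. A peak was counted as opened or closed when its accessibility differed by at least 2-fold. These rules were fixed before the data were examined. Because the listed 0 values dominated the counts, each result is also given over the 86574 kept peaks that were called in all 6 libraries, a restriction chosen after the values were seen. Intervals are 95% intervals over peaks or tags. Those over peaks treat peaks as independent draws, those over tags cover counting error only, and neither covers the variation between cultures.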

To further validate the role of CREB in the genomic response to Ex-4, we conducted in vivo footprinting analysis with high depth (~250x10^6^ reads per sample) assay for transposase-accessible chromatin with sequencing (ATAC-seq) datasets. Footprint scoring in accessible chromatin revealed significant enrichment of CREB and CREB target AP-1 binding motifs in INS-1 cells following short-term treatment with Ex-4 and FSK (Fig. 1*B* and *SI Appendix*, Fig. S1 *E* and *F*). Taken together, these findings confirm the importance of CREB/CRTC2 and AP-1 as drivers of gene expression by Ex-4.

The induction of core CREB target genes in response to Ex-4 is immediate and largely extinguished after 4 to 6 h (27). To investigate the role of sustained gene induction, we performed pathway analysis of transcripts induced after sustained Ex-4 and FSK exposure. Genes involved in protein processing in the Endoplasmic Reticulum (ER), metabolism, protein secretion, and cholesterol biosynthesis were up-regulated following 16 h Ex-4 treatment by KEGG pathway and overrepresentation analysis (ORA) (Fig. 1*C* and *SI Appendix*, Fig. S1*G*). These results are consistent with a potential role for CREB in beta cell adaptation to nutrient imbalance. Motif analysis of nucleosome-free regions (NFRs) in H3AcK27 decorated active enhancers annotated to Ex-4 induced genes revealed enrichment of cAMP response elements (CREs) and AP-1 motifs after acute and sustained Ex-4 treatment (Fig. 1*D*), in agreement with earlier work (28). These findings suggest that CREB and AP-1 transcription factors play a role in both immediate and delayed gene responses to Ex-4.

### Med14 Is a PKA Target.

We performed a proteomic screen of INS-1 cell extracts to identify regulatory proteins that are phosphorylated by PKA and that may function in modulating the transcriptional response to Ex-4. We recovered multiple Mediator subunits in Phospho-PKA substrate (RRxpS/T) antibody immunoprecipitates of INS-1 cells exposed to FSK by mass spectrometry (Fig. 2*A*). Of the 10 identified Mediator components, only the scaffolding subunit Med14 was found to contain a conserved PKA substrate motif at Ser983 (in the mouse) (Fig. 2*B*). Ser983 is located within a 200 amino acid intrinsically disordered region (IDR) near the C-terminal tail of Med14, a region that connects the core and tail sections of mammalian Mediator (*SI Appendix*, Fig. S2*A*) (15, 16).

**Fig. 2.**
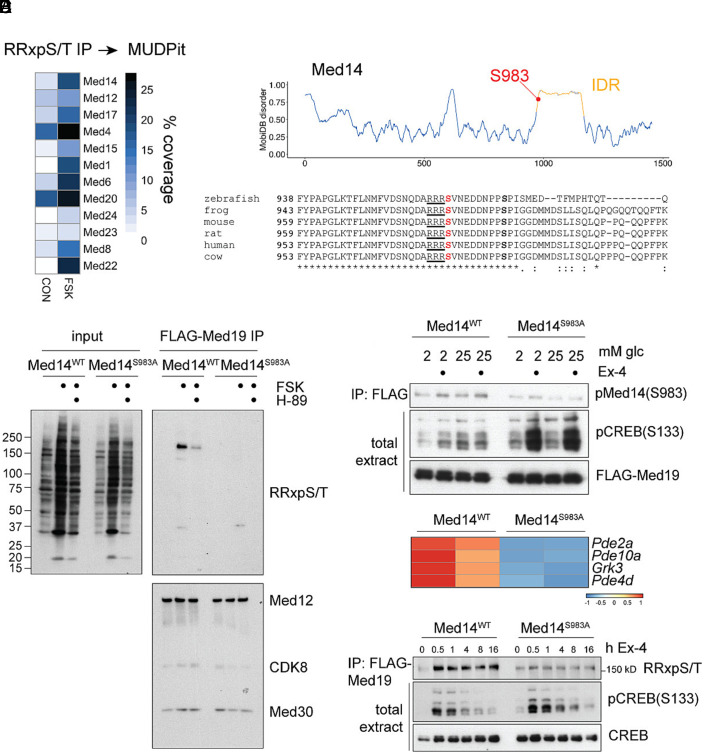
Med14 is a PKA target. (*A*) MUDPit coverage of mediator complex subunits recovered in PKA substrate (RRxpS/T) immunoprecipitates from control and FSK (10 μM) treated cell lysates. (*B*) MobiDB disorder score over Med14. S983 is indicated inside the IDR (*Top*). Alignment of Med14 orthologs highlighting conservation of the PKA substrate motif and the Erk target site Ser992 (*Bottom*). (*C*) Western blot of PKA substrate antibody on input (*Left*) and endogenous FLAG-Med19 immunoprecipitates (IP) (*Right*) in Med14WT and Med14 S983A Crispr knock-in lines. Integrity of mediator complex in IP is probed by Med12, Cdk8, and Med30 blots. PKA activation by FSK and inhibition by H-89 is shown in total extract. (*D*) Med14 S983 and CREBS133 phosphorylation by Ex-4 (10 nM) in WT and Med14 S983A mutant lines. FLAG-Med19 is probed as loading control in total extract. (*E*) Expression of cAMP signaling pathway component genes is repressed in Med14 S983A mutant. (*F*) Time-course western blot after treatment of WT and Med14 S983A cells with Ex-4 (10 nM). FLAG-Med19 immunoprecipitates are probed with PKA substrate (RRxpS/T) antibody. Phosphorylated (pS133) and total CREB are probed in total extract. See also *SI Appendix*, Fig. S2.

To address whether Med14 S983 is phosphorylated by PKA, we generated independent Med14 Ser983Ala mutant INS-1 lines (see methods). We also generated endogenous FLAG-Strep-Med19 fusions in WT and Med14 S983A INS-1 backgrounds to isolate WT and mutant Mediator complexes. FLAG-Med19 immunoprecipitates from WT and Med14S983A extracts followed by immunoblot with phospho-PKA substrate antibody confirmed phosphorylation around the predicted molecular weight of Med14 (~160 kD) in WT, but not mutant Med14 cells. Moreover, Med14 phosphorylation was blocked by the PKA inhibitor H-89 (Fig. 2*C*).

In principle, Med14 S983 mutation could destabilize Mediator and disrupt interaction of Med19 with other Mediator subunits, thereby impeding detection of phospho-PKA substrate immunoreactivity in other Mediator constituents or interacting TFs. Arguing against this notion, immunoblot for additional Mediator subunits (MED12, CDK8, and MED30) in FLAG-Med19 immunoprecipitates revealed comparable amounts of these proteins in WT and Med14 S983A mutant complexes (Fig. 2*C*). We further confirmed the integrity of Med14 S983A mutant Mediator by glycerol gradient sedimentation of FLAG-Med19 immunoprecipitates (*SI Appendix*, Fig. S2*B*). In addition to its effects on PKA activity, cAMP is also known to activate the growth factor–dependent kinase Erk in beta cells, which could lead to phosphorylation of known Erk target sites adjacent to Ser983 in Med14 (29). Phosphorylation of these sites, most notably Ser992, could influence Ser983 phosphorylation in a PKA-independent manner. We tested this possibility by activating Erk signaling through growth factor stimulation of serum starved HEK293T cells, and by overexpression of the active kRas(G12V) allele in cells expressing HA-tagged Med14 S983A and S992A mutants. These experiments showed that, while growth factor signaling appeared to alter Med14 protein stability, Ser983 phosphorylation was independent of Ser992 arguing against a role for Erk stimulation in this context (*SI Appendix*, Fig. S2 *C* and *D*). Taken together, these findings show that Med14 is the predominant PKA substrate in the Mediator complex.

To determine whether Ex-4 modulates Med14 phosphorylation, we generated a phospho-specific antibody targeting the Med14pS983 site. In the basal state, WT and S983A mutant Med14 were undetectable by immunoblot using the phospho-specific antiserum. Ex-4 treatment increased amounts of phospho-Med14 in WT but not mutant Med14 in both low (2 mM) and high (25 mM) glucose media. By contrast, exposure of Med14 S983A cells to Ex-4 strongly induced CREB hyperphosphorylation in response to Ex-4, suggesting that Med14, like CREB, plays a critical role in regulation of upstream cAMP signaling (Fig. 2*D*). Among the genes repressed in Med14S 983A lines, we identified phosphodiesterases (*Pde2a*, *Pde10a*, *Pde4d*), as well as the G-protein-coupled receptor kinase *Grk3*, which controls GLP-1 receptor activity and ligand-induced receptor internalization (Fig. 2*E*) (30, 31). Consistent with the notion that CREB activates immediate-early gene expression, stimulus-induced CREB phosphorylation decreases upon prolonged stimulation through dephosphorylation by PP1 and PP2A (32, 33). By contrast, phosphorylation of Med14 by Ex-4 was sustained, even after 16 h stimulation (Fig. 2*F*). Together, these results suggest that phosphorylation of CREB and Med14 cooperatively promote gene induction by Ex-4 on different timescales.

### Med14 S983 Phosphorylation Promotes Target Gene Induction Through Activation of Relevant Enhancers.

We next explored the role of Med14 phosphorylation in promoting Ex-4-induced gene expression. RT-QPCR analysis of core CREB target genes in WT and Med14 S983A mutant INS-1 lines revealed that *Fos* induction peaked at both protein and mRNA levels after 1 h and returned to baseline within 4 to 8 h at both mRNA and protein levels (Fig. 3 *A* and *B*). Further, Ex-4- and FSK-induced activity of a CRE-luciferase reporter was blunted when expressed in Med14 S983A mutant cells (*SI Appendix*, Fig. S3*A*). Notably, delayed-early gene (DEG) induction (*Kdr*, *Osbpl6*) was quantitatively blocked in Med14 S983A mutant lines exposed to Ex-4 (Fig. 3*A*). To further confirm the role of GLP-1 agonists and cAMP in mediating these effects, we repeated gene induction of DEGs using the clinically relevant peptides Semaglutide and Tirzepatide as well as FSK. *Kdr* gene induction, PKA activity, and Med14 phosphorylation were similarly induced by Ex-4, Semaglutide, and Tirzepatide (Fig. 3 *C* and *D*). Moreover, *Kdr*, *Osbpl6,* and tissue-type plasminogen activator (*Plat*) genes were substantially up-regulated following activation of the cAMP-PKA pathway in INS-1 cells by FSK (*SI Appendix*, Fig. S3*B*). In contrast, triggering of the NFκB pathway in response to IL-1β actually increased in Med14 S983A mutant cells relative to WT, supporting the notion that Med14 phosphorylation has distinct effects on cAMP inducible and proinflammatory genes (*SI Appendix*, Fig. S3*C*).

**Fig. 3.**
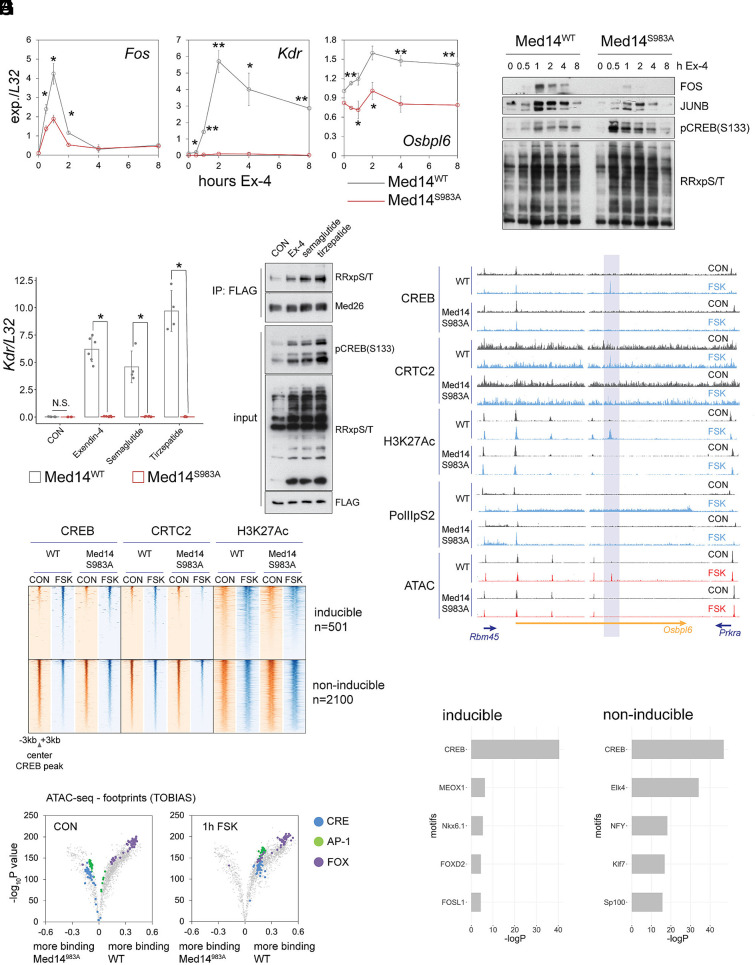
Med14 S983 phosphorylation promotes gene induction by activating enhancers. (*A*) Time course Q-PCR for immediate-early (*Fos*, *P < 0.02) and delayed-early (*Kdr*, *P < 0.02, **P < 8E-4), (*Osbpl6*, *P < 0.05, **P < 0.007) genes over 8 h Ex-4 (10 nM) treatment in WT and Med14 S983A mutant cells. Error bars show SD. Two-way ANOVA with Bonferroni post hoc analysis. (*B*) Time course western blot for core CREB target gene products Fos and JunB, phospho-CREB(S133), and phospho-PKA target over 8 h Ex-4 (10 nM) treatment. (*C*) Q-PCR for induction of *Kdr* by three GLP-1 agonists: Exendin-4, Semaglutide, and Tirzepatide (10 nM) in Med14 WT and Med14 S983A mutant INS-1 cells. Cells were treated for 2 h. Error bars show SD. *P < 5E−5 by the unpaired *t* test. (*D*) Western blot showing Med14 phosphorylation by Exendin-4, Semaglutide, and Tirzepatide (10 nM) in FLAG-Med19 immunoprecipitates. Med26 is shown to confirm equal mediator quantity in IPs. CREB phosphorylation, PKA activation, and FLAG-Med19 levels are shown in total extract. (*E*) Chromatin occupancy (ChIP-seq) of CREB, CRTC2 and H3AcK27 in WT and Med14 S983A mutants in basal and FSK-stimulated conditions over cAMP-inducible (*Top*) and non-inducible (*Bottom*) enhancers. See also *SI Appendix*, Fig. S3 and Datasets S7 and S8. (*F*) Example of an inducible enhancer in an *Osbpl6* intron. Tracks are scaled across conditions for each ChIP target and for ATAC. Intronic cAMP responsive enhancer is highlighted. (*G*) Volcano plot comparing change in binding over known transcription factor binding motifs between WT and Med14 S983A mutants in control (left) and FSK (10 μM) treated (right) cells. Footprinting analysis was performed on high-depth (~250x106 reads per sample) ATAC-seq data. (*H*) Enrichment of transcription factor binding motifs over cAMP-inducible (*Left*) and non-inducible (*Right*) enhancers. See also *SI Appendix*, Fig. S3.

cAMP-inducible gene expression is dependent on CREB occupancy over stimulus-responsive promoter-distal enhancers, which are defined by corecruitment of CBP/p300 and subsequent activating acetylation of histones H3 and H2A.Z (34, 35). Of the 4200 CREB bound enhancer regions in INS-1 cells, only ~12% (501) exhibited increases in H3AcK27 following exposure to FSK, suggesting that additional nuclear factors are required for stimulus-induced transcription (Datasets S7 and S8). Mediator has been found to promote transcription from tissue-specific rather than global enhancers, prompting us to consider that CREB and Med14 act cooperatively on Mediator sensitive enhancers following their phosphorylation by PKA. Supporting this idea, inducible enhancer activity at CREB bound genomic loci was significantly reduced in Med14 S983A mutant cells relative to WT. ChIPseq data for H3AcK27 revealed a reduction in inducible enhancer activity in MED14 S983A mutant INS-1 cells, while enhancer activity was unchanged either globally or across noninducible CREB bound enhancers. In line with this result, CREB and CRTC2 occupancy in Med14 S983A mutant cells are decreased over inducible enhancers in response to FSK (Fig. 3 *E* and *F* and *SI Appendix*, Fig. S3*D*).

Tissue-specific enhancers exhibit enhanced nucleosome clearance compared to ubiquitous regulatory regions in the genome (36). We examined the contribution of Med14 phosphorylation on DNA accessibility in enhancers by ATAC-seq. 

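FSK changed the accessibility of many more regions than Ex-4 did. Over the peaks called in all 6 libraries, FSK opened 5573 peaks and closed 3918 in WT cells, while Ex-4 opened 518 and closed 114. With median-ratio scaling FSK opened 6606 and closed 2732. Of the 518 peaks opened by Ex-4 in WT cells, 368 were also opened by FSK in the S983A libraries, a comparison that shares no library with the first, where 26.5 would be shared by independent lists. Across all of these peaks the Ex-4 response in WT cells and the FSK response in S983A cells had a Pearson correlation of 0.469 and a Spearman correlation of 0.407. Over the 165374 kept peaks these were 0.113 and 0.273, and peaks are not independent replicates.

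The highest number of peaks opened by FSK in both genotypes in a 100 kb window was 7, in 3 windows. In the one on chromosome 1 from 52700001 to 52800000 (rn6), which holds 10 peaks, 7 also rose at least 1.5-fold with Ex-4 in both genotypes. The largest rises and falls named here are those among peaks called in all 6 libraries whose mean FPKM was at or above the median of the means. In this window lies the peak with the largest such Ex-4 rise in WT cells, from 52707415 to 52708240, whose FPKM was 0.632 in CON, 6.52 in Ex-4 and 19.9 in FSK cells. Its ratio of Ex-4 to CON was 10.3 (exact 95% interval 8.19 to 13.2). The largest FSK rise in WT cells was at chromosome 15 from 553006 to 553624, where the FPKM went from 0.246 to 13.2, a ratio of 53.6 (35.7 to 84.9). The CON value rests on 23 tags, below the 5th percentile of the peaks called in WT CON (48), and the interval covers the counting of tags only. The largest FSK fall, at chromosome 11 from 82641862 to 82642370, took the FPKM from 10.1 to 1.03, a ratio of 0.101 (0.0836 to 0.122). Among 100 kb windows, 91 of 20417 held at least 3 peaks opened by FSK in both genotypes and 16 held at least 3 closed in both. Of the 20417 windows, 7283 held at least 5 peaks. The numbers to be met by chance were not computed, so these counts do not show clustering. On chromosome 4 from 43000001 to 43100000, 4 of 5 peaks were closed by FSK in both genotypes. Coordinates are as the deposited table gives them, and whether its starts count from 0 or from 1 is not settled. The windows and these peaks were chosen after their values were seen.

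Among peaks called in all 6 libraries, few that did not respond to one stimulus changed 2-fold with the other. At 32947 peaks called in all 6 libraries and within 1.1-fold of CON after Ex-4 in both genotypes, the median log2 FSK response in WT cells was -0.14, and the median over all peaks called in all 6 libraries was -0.14 as well. FSK opened 138 (0.42%) and closed 303 (0.92%) of them in WT cells. Of the 60415 kept peaks chosen in the same way, 27468 (45.5%) were not called in all 6 libraries. FSK opened 17837 (29.5%) and closed 1569 (2.60%) of the kept peaks in WT cells, but 17462 of those opened were listed at 0 in both WT CON and WT Ex-4, which counts as within 1.1-fold without a measured value. At 10642 peaks called in all 6 libraries and within 1.1-fold of CON after FSK, the median log2 Ex-4 response in WT cells was 0.0083 (0.0065 to 0.0096), and Ex-4 opened 0 and closed 2. Of the 14995 kept peaks chosen in the same way, Ex-4 opened 480 (3.20%) and closed 280 (1.87%) in WT cells, and 479 of those opened were listed at 0 in both WT CON and WT FSK. The CREB-bound enhancer lists of the paper were not used here, so these peak sets are not the same regions. Over the 165374 kept peaks, Ex-4 opened 8950 and closed 6176 peaks in WT cells, of which 8105 and 5753 were listed at 0 in 1 of the libraries compared. The counts for FSK were 39646 and 15210, of which 30690 and 7533 were listed at 0. Quantile normalization turned the FSK split, with 33434 opened and 36611 closed.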

As expected, 1 h Ex-4 or FSK treatment increased chromatin accessibility over cAMP responsive, but not noninducible enhancers (Fig. 3*D* and *SI Appendix*, Fig. S3 *E* and *F*). 

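Among peaks called in all 6 libraries, responsive peaks opened less with FSK and more with Ex-4 in Med14 S983A mutant than in WT cells. Peaks were chosen on one stimulus, as those whose response averaged over both genotypes was at least 1.5-fold, and measured with the other stimulus. Over the 2319 peaks chosen on Ex-4 and called in all 6 libraries, the median log2 FSK response was 1.69 (95% interval 1.65 to 1.73) in WT and 1.46 (1.42 to 1.49) in S983A cells. The response was smaller in S983A cells at 70.1% of them (Wilson 95% interval 68.2 to 71.9%). With Ex-4 the order was the opposite. Over the 9326 peaks chosen on FSK, the median log2 Ex-4 response was 0.30 in WT and 0.43 in S983A cells, and 35.5% of peaks (34.5 to 36.5%) responded less in S983A cells.

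Over the peak set fixed before the data were examined, 21004 peaks were chosen on Ex-4, and 89.0% of them were not called in at least 1 library. The FSK response was smaller in S983A cells at 49.4% of them (48.8 to 50.1%), larger at 46.7% and equal at 3.88%. The medians were 2.48 in WT and 2.34 in S983A cells, a difference whose sign changed with the pseudocount, the filter, the scaling and the choice of peaks. Of the 49181 peaks of this set chosen on FSK, the Ex-4 response was smaller in S983A cells at 24.7%, larger at 38.6% and equal at 36.7%, and its median was 0 in both genotypes. The choice of peaks also set the size of the FSK difference over peaks called in all 6 libraries. Among peaks chosen on the Ex-4 response of WT cells alone, 86.2% responded less to FSK in S983A cells, and among peaks chosen on that of S983A cells alone, 49.8% did.

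Over peaks called in all 6 libraries, the genotypes shared part of their FSK-responsive regions. FSK opened 4430 peaks and closed 4655 in S983A cells, a split that turned to 5298 and 3444 with median-ratio scaling and to 5016 and 2922 with quantile normalization. Of the 6561 peaks opened by FSK in either genotype, 3442 (52.5%) were opened in both, where 285.2 would be shared by independent lists. Of the 6300 peaks closed in either genotype, 2273 (36.1%) were closed in both. These shares require 2-fold in each genotype. Of the peaks opened and of those closed by FSK in WT cells, 97.8% and 98.7% changed in the same direction in S983A cells, at any size. The median log2 FSK response of S983A cells over all peaks of this set was -0.13, which favours falls. The FSK responses of the genotypes correlated across peaks with a Pearson coefficient of 0.839 and a Spearman coefficient of 0.783, and the Ex-4 responses with 0.475 and 0.406. Over the kept peaks, the set fixed before the data were examined, they were 0.592 and 0.657 for FSK and 0.093 and 0.263 for Ex-4. Among peaks called in all 6 libraries, Ex-4 opened 835 and closed 99 in S983A cells (663 and 198 with quantile normalization). Of the 1158 peaks opened by Ex-4 in either genotype, 195 (16.8%) were opened in both, where 5.00 would be shared by independent lists. Of the 206 closed in either genotype, 7 (3.40%) were closed in both, where 0.13 would be shared. Of the peaks opened and of those closed by Ex-4 in WT cells, 94.8% and 63.2% changed in the same direction in S983A cells, at any size. Among peaks called in all 6 libraries whose mean FPKM was at or above the median of the means, the one with the largest FSK rise in S983A cells, at chromosome 20 of rn6 from 10671076 to 10672305, had an FPKM of 0.370 in CON and 16.5 in FSK cells, a ratio of 44.6 (exact 95% interval 34.7 to 58.5). In WT cells its FPKM was 8.93 in CON and 25.2 in FSK cells.

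Over the 165374 kept peaks, Ex-4 opened 14852 peaks and closed 5855 in S983A cells, and FSK opened 34069 and closed 16371 (30022 and 26148 with quantile normalization). Of the peaks opened in S983A cells, 13623 with Ex-4 and 27909 with FSK were listed at 0 in CON. The paper states that the accessibility induced by the stimuli was blunted in the mutant cells, in a passage on cAMP responsive enhancers. The counts here cover other regions and another measure.

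**Figure D1:**
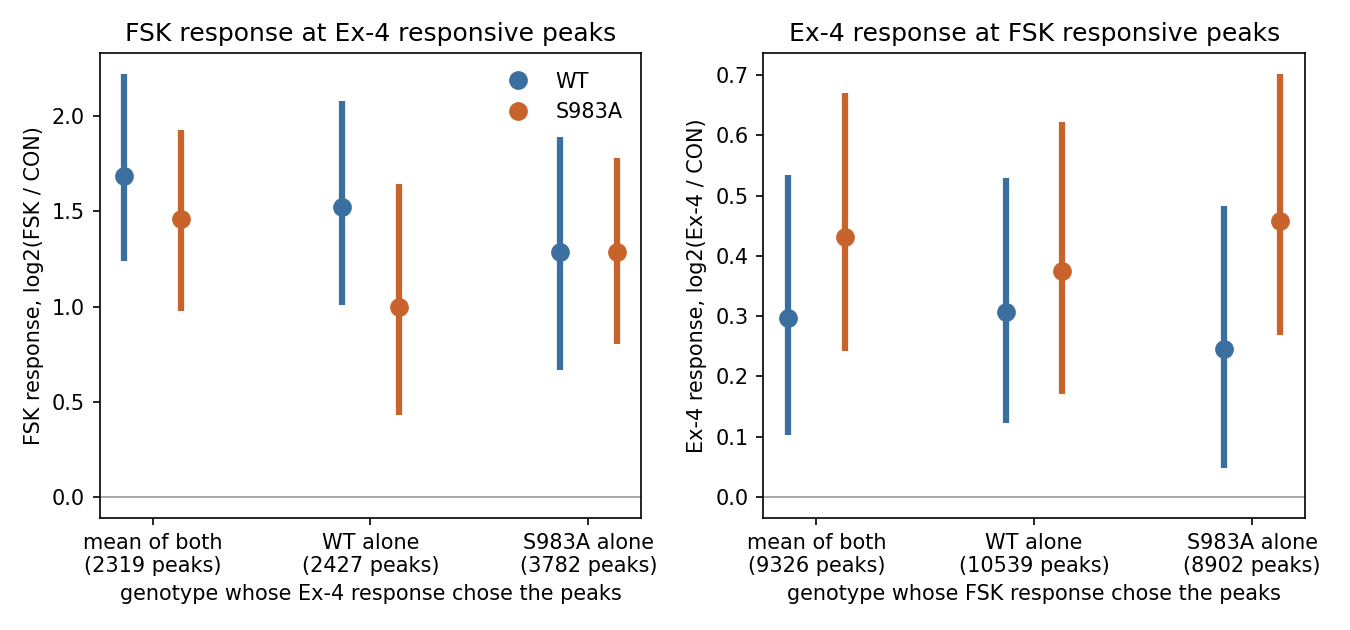
Response to FSK at peaks chosen on Ex-4 (left) and to Ex-4 at peaks chosen on FSK (right), as the log2 ratio to CON, over peaks called in all 6 libraries. Points are medians over peaks, lines run from the first to the third quartile, and peaks were chosen on the mean of both genotypes, on WT alone or on S983A alone. The FSK medians are 1.52 in WT and 1.00 in S983A cells at peaks chosen on WT, and both 1.29 at peaks chosen on S983A, while the Ex-4 median is higher in S983A cells in each choice.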

Stimulus-induced accessibility was blunted in Med14 S983A mutant cells. Genome-wide footprinting analysis on ATAC-seq data revealed significant enrichment of CREB binding motifs after acute Ex-4 or FSK stimulation, consistent with a role for CREB in mediating the immediate early gene response to cAMP (Fig. 3*F* and *SI Appendix*, Fig. S3*F*). Surprisingly, binding over CRE and AP-1 motifs was enriched in Med14 S983A relative to WT cells under basal conditions by footprinting analysis. In line with the role of forkhead pioneering factors and mediator in activating tissue-specific enhancer regions, FOXO motifs were enriched in open chromatin of WT cells and over cAMP inducible enhancer regions (Fig. 3*G*).

### Med14 S983 Is a Critical Mediator of Insulin Gene Expression.

Insulin is the most highly expressed cell-specific gene in beta cells and its induction by cAMP is thought to promote beta cell adaptation to increases in circulating glucose and fatty acids. By contrast with the rapid induction of the *Fos* gene (1 h) by Ex-4 and FSK, *Ins1* gene expression peaked after 16 h in response to both stimuli; these effects were blunted in Med14 S983A mutant cells (Fig. 4*A*). In line with this observation, basal and stimulus-induced insulin secretion was blunted in the Med14 S983A mutant (Fig. 4*B*). Indeed, ranked enhancer strength plots (see methods) revealed promotion of relative *Ins1* enhancer activity upon FSK exposure in WT but not Med14 S983A mutant cells, indicating that Med14 S983 phosphorylation may be required for stimulus-induced *Ins1* expression through enhancer activation (Fig. 4*C*). Further inspection of the *Ins1* locus showed reduced activation of two proximal enhancers, as well as decreased recruitment of CREB, CRTC2, and Mediator over proximal genomic regions (Fig. 4*D*).

**Fig. 4.**
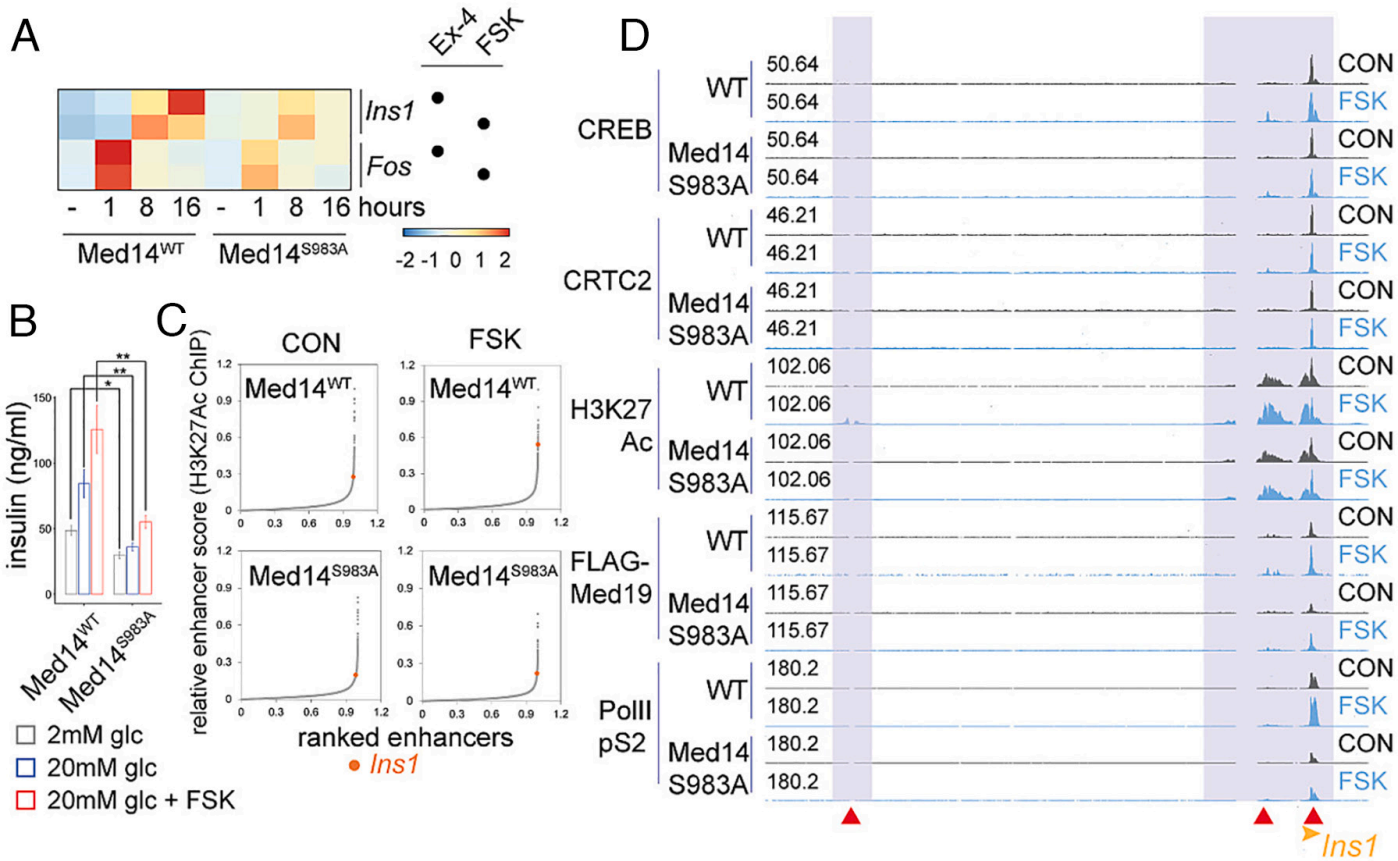
Med14S983 is a critical mediator of insulin gene induction. (*A*) Induction profile of *Ins1* and *Fos* by Ex-4 (10 nM) or FSK (10 μM) in WT and Med14 S983A mutants. (*B*) Insulin secretion in WT and Med14 S983A mutant cells. Cells were stimulated for 1 h with glucose in the indicated concentrations and FSK (10 μM). *P < 0.02, **P < 0.0001. One-way ANOVA with Holm-Sidak post hoc test. This test was performed on triplicates for each sample and was repeated with an independently generated Med14 S983A line. (*C*) Ranked enhancer score (H3AcK27 ChIPseq) plots of WT (*Top*) and Med14 S983A mutant cells (*Bottom*) in basal or FSK stimulated state. Insulin (*Ins1*) is highlighted. (*D*) ChIPseq tracks at the *Ins1* locus in basal and FSK stimulated states comparing ChIP occupancy between WT and Med14 S983A mutant cells.

### Ex-4 Tunes Metabolism Through Med14.

To further explore the role of Med14 phosphorylation in Ex-4-driven beta cell transcription, we compared RNA-seq datasets of WT and Med14 S983A INS-1 cells treated with Ex-4 for 1, 8, or 16 h. The transcriptional response to sustained (16 h) Ex-4 exposure was significantly blunted in Med14 S983A mutant cells (Fig. 5*A* and Datasets S9–S11); but global transcription was relatively unaffected in Med14 S983A mutants (*SI Appendix*, Fig. S4*A*), suggesting that MED14 acts on a subset of genes that function in ER stress, metabolism, and insulin secretion (Fig. 5*B*). Cluster analysis of genes uniquely induced in WT cells after 16 h Ex-4 treatment (n = 636; FC > 1.5, padj. < 0.05) revealed that S983A mutation of Med14 reduces the response to Ex-4 in part by increasing the basal expression of these genes (*SI Appendix*, Fig. S4*B*, clusters 1 and 2). Consistent with this finding, KEGG analysis revealed significant overlap in pathway enrichment between genes induced upon prolonged Ex-4 exposure and genes up-regulated in Med14 S983A mutants under basal conditions (Fig. 1*C* and *SI Appendix*, Fig. S4 *C* and *D*).

**Fig. 5.**
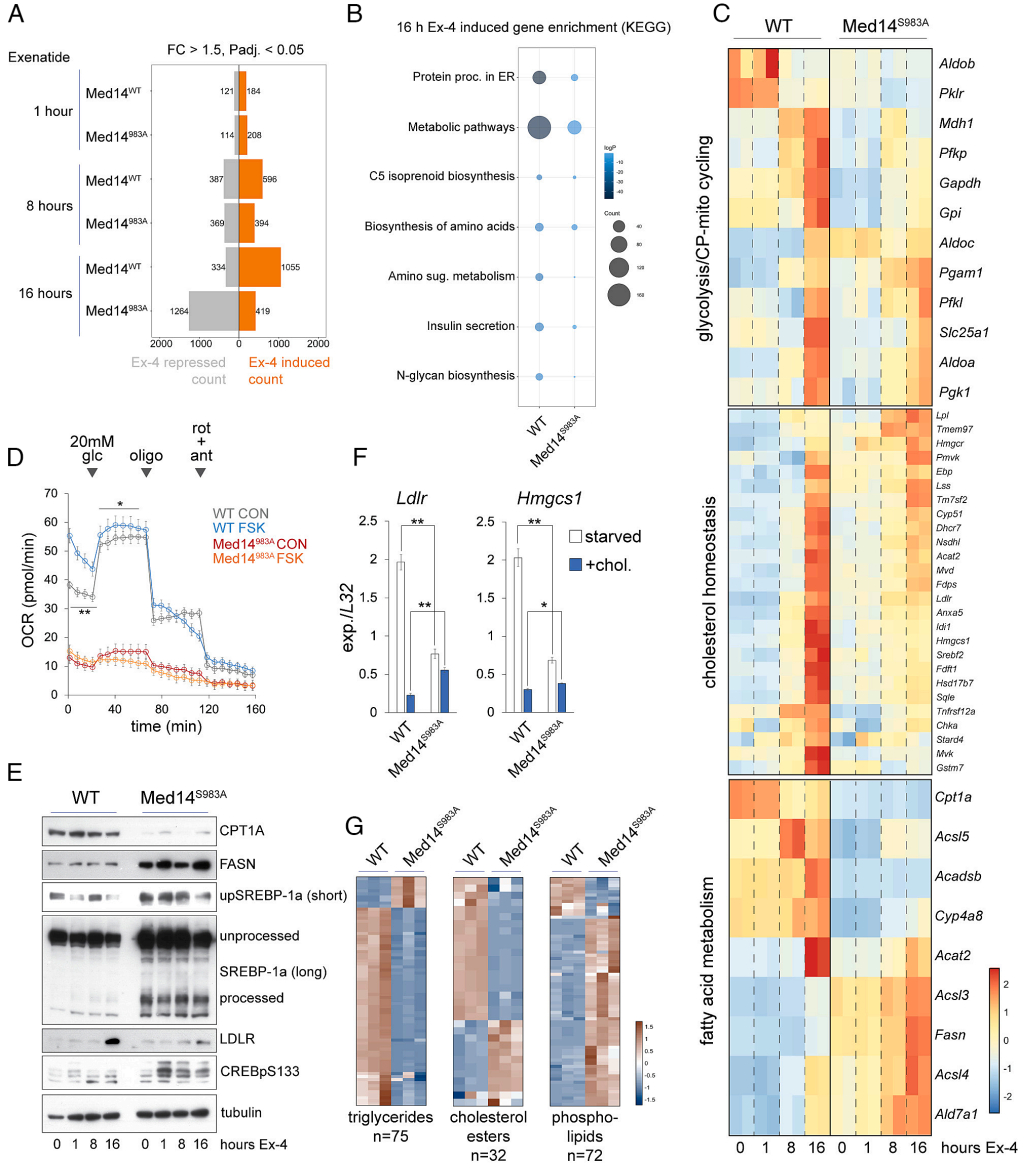
Ex-4 tunes metabolism through Med14. (*A*). Ex-4 regulated gene counts from spike-in corrected RNA-seq after 1, 8, and 16 h exposure in WT and Med14 S983A mutant cells. (*B*). KEGG pathway enrichment of Ex-4-induced genes (16 h) in WT and Med14 S983A mutant cells. (*C*). Heatmaps of metabolic gene regulation by Ex-4. Glycolytic genes with *Mdh1* and *Slc25a1* (*Top*), cholesterol homeostasis genes (*Middle*), and fatty acid metabolism genes (*Bottom*). (*D*). Oxygen consumption rate (OCR) of WT and Med14 S983A mutants with or without 16 h pre-exposure to FSK (10 uM). Basal glucose concentration is 2 mM. Cells were treated with 20 mM glucose, 5 uM oligomycin and 5 uM rotenone + 5 uM antimycin A at the indicated timepoints. This test was performed in 10-12 wells of a 96-well Seahorse assay plate per sample. Each test was repeated with an independently generated Med14 S983A line. Statistical significance was calculated between control and FSK treated WT cells by Two-way ANOVA with Bonferroni post hoc analysis. *P < 7E−7. (*E*). Western blots probing fat metabolism and CREB activation in WT and Med14 S983A mutant cells. Cells were exposed to Ex-4 as indicated. Unprocessed and cleaved SREBP-1a bands are marked. (*F*). RT-qPCR of *Ldlr* and *Hmgcs1* comparing WT and Med14 S983A mutant cells. Cells were cultured for 4 d in lipoprotein deficient serum and treated with 10 μg/mL cholesterol plus 1 μg/mL 25-hydroxycholesterol for 8 h as indicated. *P < 0.0003 by one-way ANOVA with Holm-Sidak post hoc test. (*G*). Heatmap comparing levels of triglycerides (*Left*), cholesterol esters (*Middle*) and phospholipids (*Right*) in WT and Med14 S983A cells. See also *SI Appendix*, Fig. S5 and Datasets S9–S12.

Beta cells respond to increases in circulating glucose concentrations by inducing glycolytic and lipogenic gene expression. However, chronic overexpression of glycolytic and lipogenic programs is also associated with loss of metabolism-secretion coupling, beta cell failure, and diabetes, indicating that appropriate regulation of metabolic genes is crucial for beta cell function. Having seen enrichment of metabolic genes after sustained Ex-4 treatment in standard RPMI media (11 mM glucose), we next evaluated the role of Med14 S983 in regulation of glycolytic gene expression. Glycolytic gene induction by Ex-4 is mostly suppressed in Med14 S983A mutant cells. In addition, genes involved in cyclic pyruvate pathways, cytoplasmic malate dehydrogenase 1 (*Mdh1*) and the mitochondrial citrate carrier (*Slc25a1*), are strongly induced by Ex-4 in WT, but not mutant cells. (Fig. 5*C*). Moreover, pyruvate dehydrogenase kinase genes *Pdk1* and *Pdk2* are down-regulated in mutant cells, indicating increased entry of pyruvate into the TCA cycle and several TCA cycle genes are induced as well (*Sucla2*, *Idh*, *Sdhc*, *Ogdh*) (*SI Appendix*, Fig. S4*E*). These observations suggest that Ex-4 can accelerate metabolic pathways that are linked to insulin secretion. To test this idea, we measured oxygen consumption rate (OCR) in WT and mutant cells exposed to FSK for 16 h. Treating WT cells with FSK induced OCR under low (5 mM) and high (20 mM) glucose conditions. In contrast, Med14 S983A cells had significantly reduced OCR and were not responsive to FSK or high glucose exposure (Fig. 5*D*). Together, these results suggest that Med14 phosphorylation supports accelerated glucose metabolism and ATP-linked respiration upon Ex-4 exposure.

Lipogenic and cholesterol synthesis genes were induced in WT INS-1 cells after prolonged Ex-4 treatment in WT cells (Fig. 5 *C*, *Middle* and *Bottom*). Basal expression of these genes was mostly increased in Med14 S983A mutants, while activation after 16 h Ex- 4 was blunted, indicating that Med14 S983A modulates lipogenic genes in both basal and stimulated states (Fig. 5 *C*, *Middle* and *Bottom*). Western blot analysis revealed that Ex-4 treatment resulted in increased SREBP-1 cleavage in WT but not Med14 S983A mutant cells. In keeping with increased basal cholesterol synthesis gene expression, full-length and processed SREBP-1 were substantially increased in Med14 S983A mutant cells versus WT (Fig. 5*E*). However, these increases in activated SREBP-1 levels were not sufficient for induction of SREBP target gene protein levels in mutant cells, consistent with earlier work showing that differences in metabolic gene expression are often more pronounced at the protein rather than the mRNA level (*Ldlr*; Fig. 5*E*) (37). Nutrient-induced SREBP target gene expression was disrupted in Med14 S983A mutant cells as well. Indeed, expression of *Ldlr* and *Hmgcs1* was significantly lower in lipid starved Med14 S983A mutant cells compared to WT, while repression by cholesterol treatment was blunted, resulting in higher SREBP target gene expression in nonstarved conditions. Together, these data indicate Med14 S983 plays an important role in promoting lipid homeostasis in part by enabling SREBP target gene regulation.

We noticed that increased cleavage of SREBP -1 in mutant cells coincided with induction of acyl-CoA synthases (*Acss*, *Acsl*) and *Fasn*, and suppression of genes involved in fatty acid and branched chain amino degradation (*Cpt1a*, *Acadsb*, *Cyp4a8*) (Fig. 5 *C*, *Bottom* and *E*). These results suggest an imbalance in intracellular energy stores in mutant cells. To test this possibility, we compared lipid profiles of WT and Med14 S983A mutant cells by untargeted lipidomics screening. Surprisingly, storage lipids (triglycerides, free fatty acids and cholesterol esters) were mostly depleted in mutant cells, while phospholipids and diacylglycerol were generally increased (Fig. 5*G* and Dataset S12). Together, our data indicate that mutation of Med14 S983 impairs inhibitory feedback signaling and storage lipid accumulation, resulting in increased basal expression of Ex-4-induced genes. Mutation analysis of the Med14 ortholog in *S. cerevisiae* (*RGR1*) revealed that deletion of the *RGR1* C-terminal region results in depletion of reserve carbohydrate stores and elevated cAMP levels, suggesting that the role of Med14 in nutrient storage balance and cAMP signaling is conserved in eukaryotes (38).

### Med14 S983 Controls Gene Activation by Ex-4 in Primary Mouse Islets.

To determine the role of Med14 S983 in pancreatic islets, we undertook single nucleus RNA-seq (snRNA-seq) of cultured islets isolated from WT and whole-body knock-in Med14 S983A mutant mice we generated for this study. We identified alpha, beta, delta, and PP cell populations in WT and mutant tissue (Fig. 6*A*). Relative beta cell numbers were significantly reduced while alpha and delta cell content increased in Med14S983A mutant islets, similar to the shift in alpha-to-beta cell ratio observed in Type 2 diabetes (Fig. 6*B*) (39, 40). Immunofluorescence analysis confirmed a decrease in insulin and an increase in glucagon positive staining area per islet in Med14 S983A mutant islets (Fig. 6*C* and *SI Appendix*, Fig. S6*A*). Pseudobulk analysis of gene expression in beta cells revealed repression of several cell type–specific genes in mutant beta cells (e.g., *Iapp*, *Slc2a2*, *Slc30a8*), while glucagon (*Gcg*) gene expression was up-regulated in mutant beta cells (Fig. 6*C* and Dataset S13). KEGG pathway analysis revealed repression of pathways involved in growth, differentiation, secretion, and cell adhesion (*mTOR, MAPK, Rap1, Wnt, EGFR*) in Med14 S983A mutants, suggesting that impaired expression of signaling molecules underlies diminished growth and differentiation in mutant beta cells (Fig. 6*D*). Consistent with our observations in INS-1 cells, negative modulators of cAMP signaling (*Grk5, Pde3b*) were repressed in Med14S983A mutant islet cells, confirming that Med14 is an effector of the cAMP pathway in primary cells (*SI Appendix*, Fig. S6*A*). Furthermore, mediator subunits *Cdk8*, *Med12,* and *Med25*, activating histone H3 methyl transferases (*Kmt2a, Ehmt2, Setd1a, Dot1l*) as well as genes controlling posttranscriptional processing of mRNA (splicing, mRNA transport and surveillance, exon junction complex) are induced in Med14 S983A mutant cells, while the conserved noncoding RNA 7SK, a component of the repressor to the transcription elongation complex P-TEFb, is repressed in mutant cells (Fig. 6 *C* and *D*). Overall, these findings indicate that mutation of Med14S983 triggers feedback mechanisms that compensate for decreased mediator activity and elongation-dependent gene transcription downstream of cAMP signaling.

**Fig. 6.**
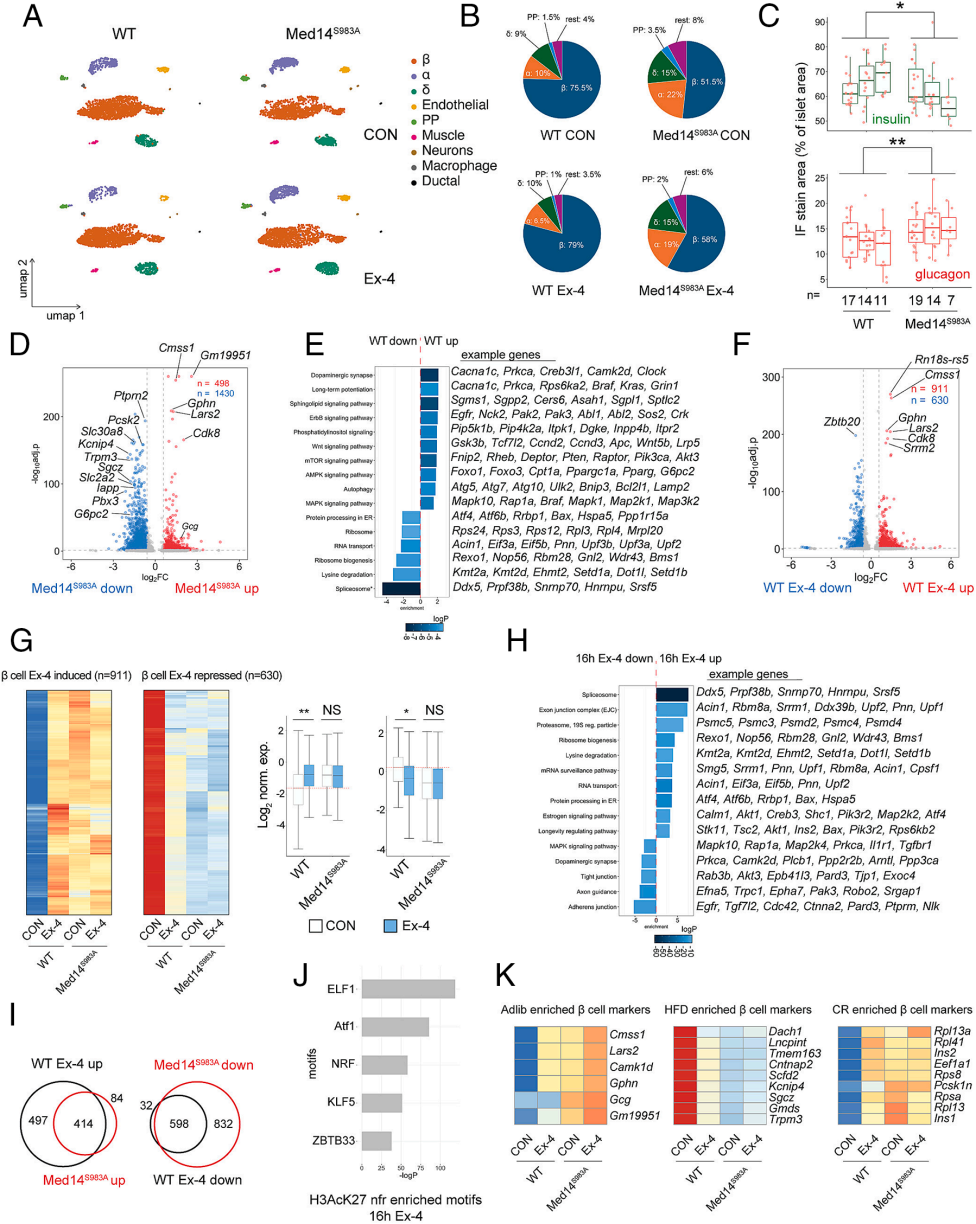
Med14S983 controls beta cell plasticity and gene activation by Ex-4 in primary mouse islet tissue. (*A*). Uniform manifold approximation and projection (UMAP) representation of WT and Med14 S983A mutant pancreatic islets untreated (*Top*) or treated for 16 h with 10 nM Ex-4 (*Bottom*). 2,500 nuclei are shown per sample. Cell Type annotations are indicated. (*B*). Relative cell type composition per condition. (*C*). Percentage of insulin (*Top*) and glucagon (*Bottom*) positive stain area per islet in WT and Med14 S983A mutant pancreatic sections (three animals for each condition). The number of islets measured per animal is indicated. Significance was determined with the Mann–Whitney *U* test. *P < 0.04, **P < 0.02. (*D*). Volcano plot comparing pseudobulk gene expression in WT and Med14 S983A mutant β cells. Relevant differentially expressed genes (FC >= 1.5; P Adj. <= 0.05) are highlighted. (*E*). KEGG pathway enrichment of differential genes in WT and Med14 S983A mutant β cells. Example genes for each pathway are shown on the *Right*. (*F*). Volcano plot comparing pseudobulk gene expression by Ex-4 (10 nM) in β cells (16 h). Relevant differentially expressed genes (FC >= 1.5; P Adj. <= 0.05) are highlighted. (*G*). Heatmap of genes induced (*Left*) and repressed (*Middle*) by Ex-4. Relative expression in WT and Med14 S983A mutant beta cells is shown. Boxplots showing Log2 expression values of signal shown in the heatmaps. *P < 0.0001 by one-way ANOVA with Holm-Sidak post hoc test. (*H*). KEGG pathway enrichment of genes regulated by Ex-4 (10 nM) in WT β cells (16 h). Example genes for each pathway are shown on the *Right*. (*I*). Overlap between genes significantly induced in Med14 S983A mutant cells (WT CON/Med14 S983A CON: FC <= 1.5; P Adj. <= 0.05) and genes significantly induced by Ex-4 in WT cells (16 h) (WT Ex-4/WT CON: FC >= 1.5; P Adj. <= 0.05) (*Left*). Overlap between genes significantly repressed in Med14 S983A mutant cells (WT CON/Med14 S983A CON: FC >= 1.5; P Adj. <= 0.05) and genes significantly repressed by Ex-4 in WT cells (16 h) (WT Ex-4/WT CON: FC <= 1.5; P Adj. <= 0.05) (*Right*). (*J*). Enrichment of TF binding motifs in nucleosome-free regions (nfr) of H3K27Ac decorated enhancers annotated to beta cell genes induced by Ex-4 (16 h). H3AcK27 ChIP data from whole primary mouse islet tissue (GEO: GSM3604411). (*K*). Heatmap depicting expression of marker genes of beta cell subclass enriched in adlib fed (*Left*), high fat diet (HFD) fed (*Middle*) and caloric restricted (CR) (*Right*) beta cells (41). See also *SI Appendix*, Fig. S6 and Datasets S13–S15.

Exposure of cultured islets with Ex-4 for 16 h resulted in a broad transcriptional response in WT pancreatic beta cells (n = 911 Ex-4/CON >= 1.5, padj. <= 0.05/n = 630 Ex-4/CON <= 1.5, padj. <= 0.05) (Fig. 6*E* and Dataset S14). Consistent with a role of Med14 S983 in Ex-4 mediated transcription, Med14 S983A mutant beta cells were not responsive to Ex-4 treatment (Fig. 6*F* and Dataset S15). In agreement with our observations in INS-1 cells, the basal gene expression profile of primary Med14 S983A mutant beta cells mirrors that of Ex-4-stimulated WT cells. Indeed, ~83% (414/498) of genes induced in Med14 S983A mutant cells (basal) compared to WT are also induced by Ex-4 in WT cells, while ~41% (598/1430) of genes repressed in Med14 S983A mutant cells compared to WT are also repressed by Ex-4 in WT cells (Fig. 6 *G* and *H*). Motif enrichment analysis of NFRs in H3K27Ac active enhancers of mouse islets revealed enrichment of Atf1/CREB motif in enhancers annotated to Ex-4 induced genes (Fig. 6*I*), pointing to a role of CREB in Ex-4 induced gene expression in beta cells.

Recent work linked long-term feeding regimens (adlib, caloric restriction (CR), high fat (HF)) to a shift in beta cell transcriptional states in primary islets using single cell RNA-seq (41). Remarkably, sustained exposure of Ex-4 induced beta cell marker genes that are enriched in CR (e.g., *Rpl13a*, *Rpl41*, Ins1, *Ins2*, *Eef1a*) and adlib (e.g., *Cmss1*, *Lars2*, *Camk1*) mice and depleted marker genes enriched in and HF (e.g., *Dach1*, *Lncpint*, *Tmem163*, *Cntnap2*) mice in a Med14-dependent manner (Fig. 6 *C*, *E*, and *J*). These findings indicate that sustained Ex-4 shifts beta cells to an active metabolic state that favors beta cell survival (41), while confirming a role of Med14 S983 in regulating insulin gene induction by Ex-4 in primary beta cells (Fig. 6*J*).

Finally, we tested the role of Med14 S983 in transcriptional response to FSK (16 h) in primary islets. The role of Med14S983 in FSK induced gene regulation appears more limited in primary beta cells (*SI Appendix*, Fig. S6*B* and Datasets S16 and S17). However, genes induced by 16 h exposure to FSK in a Med14 S983-dependent manner drive relevant processes like vesicle trafficking (*Astn2, Hid1, Rab20*), actin rearrangement (*Bcar1, Peak1, Ctnnal1*), calcium mobilization (*Ryr3*), protein folding in the ER (*Pdia6*), growth (*Shc4*), and PKA activity (*Crybg3)* in beta, but not alpha, delta, or PP cells (*SI Appendix*, Fig. S6*C*). Furthermore, a number of genes in this set (*Peak1*, *Astn2*, *Bcar1, Ctnnal1, Ppfibp2*) is associated with significant diabetes-related risk loci (*SI Appendix*, Fig. S6*D*) (42). ChIP-seq analysis in primary mouse islets confirmed CREB binding in active enhancers in Med14 S983-dependent diabetes-associated loci *Bcar1/Ctrb1* and *Peak1/Hmg20a* (*SI Appendix*, Fig. S6*E*). Previous work showed that the common SNP rs7202877 in the *Bcar1/Ctrb1* locus significantly associates with decreased GLP-1 induced insulin secretion (43). Further inspection of the *Bcar1/Ctrb1* locus in INS-1 cells revealed a CREB bound inducible enhancer that was inhibited in Med14 S983A mutant cells, directly confirming the role of Med14 S983 in promoting FSK-induced gene induction in the *Bcar1/Ctrb1* locus (*SI Appendix*, Fig. S6 *F* and *G*). These observations are consistent with the identification of rs7202877 as an expression quantitative trait locus (eQTL) controlling expression of *Ctrb1,2* in humans (43). Given the abundance of disease-associated SNPs genomic regions that regulate gene expression in human islets (44–46), these findings link Med14 S983 phosphorylation with sustained Ex-4 treatment in the induction of beta cell-specific transcripts with crucial roles in maintaining glucose homeostasis.

## Discussion

Initially identified as an insulin secretagogue (47, 48), GLP-1 and its stable mimetics were found to amplify the beta cell response to high glucose levels in a sustained fashion. Indeed, GLP-1 induces beta cell adaptation to increased fuel pressure by promoting differentiation, suppressing autophagy, lowering ER stress and rewiring metabolism (49). These chronic responses were long thought to be transcriptionally driven (1, 2, 10, 12, 50) with CREB being one of the most universally observed mediators of GLP-1 action. Triggering of the GLP-1 receptor in beta cells results in induction of the second messenger cAMP, but how this ubiquitous signaling pathway regulates cellular gene expression in specific cellular contexts is poorly understood.

We found that sustained Ex-4 exposure elicits a broad transcriptional response in INS-1 and primary beta cells that includes induction of genes involved in metabolism, actin remodeling, differentiation, and growth factor signaling. We confirmed that this gene response is driven by cAMP, as it is largely mimicked by exposure of the adenylyl cyclase agonist forskolin. In exploring the mechanistic underpinning of the Ex-4 response, we identified the essential mediator scaffolding subunit Med14 as an in vivo PKA target, which undergoes Ser983 phosphorylation in response to Ex-4. Upon phosphorylation, Med14 promotes cAMP-induced gene expression, particularly cell-specific delayed-early gene targets.

Med14 S983A mutation also impairs regulation of SREBP target gene expression both by Ex-4 and cholesterol, showing that a single residue on mediator controls lipid homeostasis through both nutrient and hormonal inputs. Given the central role of cAMP-PKA signaling in lipid metabolism, future studies should illuminate the role of Med14 phosphorylation on lipogenesis in other metabolic tissues.

Our single nucleus RNA-seq data in primary mouse islets confirmed a broad transcriptional response after prolonged Ex-4 exposure in primary beta cells. In addition, we observed a shift in endocrine cell composition of Med14 S983A knock-in mutant primary islets, with alpha cells being enriched in Med14 S983A compared to WT islets, resembling endocrine cell ratios in islets of Type 2 diabetic mice. Med14 S983A mutant beta cells are also depleted in marker genes recently identified in a beta cell subclass that expands upon high fat diet feeding, suggesting Med14 phosphorylation may play a role in the adaptive response to nutrient status. Together, these data suggest a pivotal role of Med14 phosphorylation in GLP-1-induced beta cell differentiation and adaptation to increased fuel pressure. However, our mechanistic studies were conducted in rodent models and further work in primary human islet tissue should reveal if our findings are relevant to GLP-1 activity in the context of human metabolism and diabetes.

Med14 S983 is contained within a 200 amino acid Intrinsically disordered Region IDR. IDRs have been shown to promote the formation of transcriptionally hyperactive condensates containing RNA Pol II and coactivators that selectively drive expression of cell-restricted genes by activating distal enhancers. Mounting evidence supports a role for amino acid and RNA charge balance in promoting compartmentalization and transcriptional activity (51–53). Specifically, localized enrichment of charged residues in Med1 IDRs was found critical for partitioning of activators inside condensates (54). Phosphorylation-induced negative charge inside IDRs could alter the size, composition, and function of molecular condensates in response to hormonal stimuli. Although Ser983 phosphorylation does not appear to change the subunit composition of Mediator, Ser983 phosphorylation of Med14 could trigger structural changes in Mediator that compromise its ability to recruit the transcriptional machinery to relevant enhancers. Altogether, our studies unexpectedly reveal that phosphorylation of a single serine residue in the Med14 protein plays a significant role in the response to GLP-1 agonists and more broadly in the metabolic response to hormones.

## Materials and Methods

### INS-1 Cell Culture.

INS-1 rat insulinoma cells were grown at 37C with 5% CO_2_ in RPMI-1640 media (Corning) supplemented with 10% FBS (Gemini), 2 mM glutamine (Mediatech), 1 mM sodium pyruvate (Mediatech), 100 μg/mL penicillin-streptomycin (Mediatech), and 0.05 mM β-mercaptoethanol.

### Western Blotting.

Western blotting was performed using a standard procedure. Protein extract was run on polyacrylamide gels at 30 mA per gel and transferred onto Nitrocellulose membranes at 300 mA. Membranes were washed with TBS 0.1% Tween-20 (TBST) and exposed to antibody in TBST with 5% milk overnight at 4C. Membranes were then washed three times in TBST for 15 min. each and incubated for 1 h with HRP coupled secondary antibody (1/5,000 dilution) followed by three more TBST washes. After 10 s exposure to SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Scientific 34578), blots were exposed to imager film and imaged with an X-ray film processor.

### Quantitative PCR.

RNA was extracted from cultured cells or tissue with Trizol (Invitrogen 15596026)/chloroform. cDNA was synthesized from 1 μg total RNA using the Transcriptor First Strand cDNA Synthesis Kit (Roche 04897030001) according to the manufacturer’s instructions. Quantitative PCR was performed using LightCycler 480 SYBR Green I Master mix (Roche 04887352001) in a LightCycler 480 II (Roche).

### RNA-seq.

Phenol-chloroform extracted total RNA was cleaned up using the Direct-zol RNA MiniPrep kit (Zymo Research). 1 ug total RNA was used to build RNA-seq libraries with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB E7760). 2 μL of 1:100 diluted ERCC Spike-In Mix 1 (Invitrogen 4456740) was added to total RNA. Paired-end sequencing of libraries was performed on the NovaSeq X Plus sequencer (Illumina).

### Chromatin Immunoprecipitation (ChIP).

ChIP was performed as described earlier. Briefly, cells were fixed in 0.75% formaldehyde for 10 min and quenched with 125 mM glycine for 5 min. Cells were washed and scraped in ice-cold PBS. Cell pellets were resuspended in buffer LB3 (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, 0.5% N-laurylsarcosine, protease inhibitor cocktail, Sigma P9599) and sonicated (Active Motif EpiShear Probe Sonicator). 35 μL protein A agarose beads (Thermo Scientific 20333) were washed twice with PBS + 0.1% BSA and coupled with antibody for 4 h in PBS + 0.1% BSA at 4 °C with rotation. For ChIP, 500 μL extract was added to antibody coupled beads and incubated overnight at 4 °C with rotation.

Beads were washed three times in 500 μL wash buffer 1 (20 mM Tris-HCl pH 7.4, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100) and three times in wash buffer 2 (20 mM Tris-HCl pH 7.4, 250 mM LiCl, 1 mM EDTA, 1% Triton X-100, 0.7% Na-deoxycholate). Elution was then performed by incubating beads in 50 μL elution buffer 1 (TE, 1% SDS) for 15 min at 50 °C and 50 μL elution buffer 2 (TE, 1% SDS, 300 mM NaCl) for 15 min at 50 °C while shaking. Both elutions were combined and incubated with proteinase K and RNase A for 2 h at 37 °C. DNA–protein complexes were decrosslinked at 65 °C while shaking overnight. ChIP DNA was purified using Agencourt AMPure XP beads (Beckman Coulter A63881). 10 ng ChIP DNA was used to build libraries using the NEBNext Ultra II DNA library Prep Kit for Illumina (NEB E7645) according to the manufacturer’s instructions. ChIPseq reads were aligned to the rn6 reference genome and analyzed for peak detection, read quantification, and motif enrichment using HOMER (55). For detection of nucleosome-free regions in active promoters/enhancers, the following Homer command was used: findPeaks H3K27Ac_tagdirectory -o out -i input_tagdirectory -size 1000 -minDist 2500 -nfr.

### ATAC-seq.

ATAC-seq was performed as described previously (56), with minor modifications. Briefly, transposition was performed on 50,000 nuclei with Tagment DNA enzyme and buffer for 30 min at 37C according to the manufacturer’s instructions. DNA was isolated using the Qiagen MinElute Reaction Cleanup Kit and amplified with Illumina/Nextera i5 common and i7 index adapters.

ATAC-seq libraries were sequenced on a NovaSeq X (Illumina) (~2.5E8 reads per library). Reads were trimmed with Trim Galore, aligned to the rn6 reference genome using bwa mem. 

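Peak calls differed in number between the libraries. In WT cells 131256 of the merged peaks were called in CON, 132611 in Ex-4 and 169451 in FSK cells. In Med14 S983A mutant cells 119024 were called in CON, 129420 in Ex-4 and 144169 in FSK cells. The largest number belonged to WT FSK, which also held the most tags inside peaks. The merged peaks had a median length of 284 bp and ranged from 94 to 5136 bp. Of the 220490 merged peaks, 86579 (39.3%) were called in all 6 libraries. A further 21487 (9.75%) were called in both FSK libraries and in neither control, against 2644 (1.20%) called in both controls and in neither FSK library. Each FSK library held more tags inside peaks than its control, and how much of this contrast comes from depth was not tested. Both Ex-4 libraries and neither control shared 2174 peaks. At the 21487 peaks called in both FSK libraries and in neither control, the median FPKM after FSK was 3.39 in WT and 3.10 in S983A cells. The median log2 ratio of S983A to WT was -0.099 (95% interval -0.108 to -0.087) at these peaks and 0.041 at the peaks called in all 6 libraries.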

Mitochondrial, low quality mapped reads and duplicated reads were filtered out with samtools and peaks were called with macs2. Processed fragments were then shifted and sorted into nucleosome-free, mono-, di-, and trinucleosome spanning regions with ATACseqQC (57). Footprinting analysis was performed on short (nucleosome-free) fragments using TOBIAS (58).

### Pancreatic Islet Isolation.

Anesthetized animals were killed by cervical dislocation. Collagenase buffer [HBSS, 2 mM CaCl2, 20 mM HEPES pH 7.4, Collagenase P (0.3 mg/mL)] was injected in the common bile duct and pancreas was digested in a water bath at 37C for 14 min. Digestion was stopped on ice and by addition of 15 ml ice-cold HBSS. Pancreases were disrupted by vigorous shaking and filtered through a 500 μm mesh. Next, digested tissue was settled by gravity on ice for 10 min. Supernatant was aspirated and tissue washed with HBSS + 10% FBS. Tubes were centrifuged at 220x g for 2 min and dried pellets were resuspended in 10 ml Histopaque. Cell suspension was overlaid with 10 ml HBSS and centrifuged at 850x g for 15 min with brake off. Histopaque containing islets was collected, washed with HBSS + 10% FBS, centrifuged at 220x g for 2 min. Islet pellets were resuspended in 3 ml RPMI + 10% FBS and hand picked three times under a microscope. Islets were cultured overnight and hand picked again before Ex-4 treatment and harvesting.

### Nuclear Isolation of Pancreatic Islets for snRNA-seq.

Frozen islets (~100 per sample) were resuspended in 10 ml of lysis buffer (0.32 M sucrose, 5 mM CaCl2, 3 mM Mg-Acetate, 0.1 mM EDTA pH 8, 10 mM Tris-HCl pH 8, 1 mM DTT, 0.1 % Triton X-100 in DEPC water) supplemented with 10 μL protease inhibitor and 7.5 μL RNase inhibitor (Promega N251B). Suspensions were homogenized on ice in a 15 ml Dounce homogenizer with 15 strokes of the loose (A) and 35 strokes of tight (B) pestle. Nuclei were centrifuged for 5 min at 500 g at 4C without brake. Nuclear pellet was resuspended in 400 μL sort buffer (2% BSA, 1 mM EDTA pH 8, 5 μL RNase inhibitor, 1 μg/mL DAPI in dPBS) and filtered through a 30 um CellTric filter into a FACS tube. DAPI-positive nuclei were gated first, followed by exclusion of debris using forward and side scatter pulse area parameters (FSC-A and SSC-A), exclusion of aggregates using pulse width (FSC-W and SSC-W). A BD Influx sorter was used to isolate nuclei, with PBS for sheath fluid (100-μm nozzle was used for cells with sheath pressure set to 20PSI). The nuclei were sorted directly into 1.5 mL eppendorf tubes containing 200 μL collection buffer (5% BSA in dPBS, 200U RNase inhibitor) using the “1-drop Pure” sort mode.

### snRNAseq Library Construction.

Isolated nuclei were fixed using Evercode Nuclei Fixation v3 (Parse Biosciences ECFN3300) according to the manufacturer’s instructions. Combinatorial barcoding of transcriptome on fixed nuclei transcriptome was performed using Evercode WT v3 (Parse Biosciences ECWT3300) according to the manufacturer’s instructions.

### Quantification and Statistical Analysis.

Statistical tests were performed with R or Excel. Details of the analysis used can be found in the figure legends. Error bars always indicate SD. Significance of differential gene expression in bulk RNA-seq was determined by DESeq2 on duplicates. Cutoffs for differential expression are indicated in the Results section. All experiments were performed in replicates with two independently generated Med14 S983A knock-in lines.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

Dataset S07

Dataset S08

Dataset S09

Dataset S10

Dataset S11

Dataset S12

Dataset S13 (CSV)

Dataset S14

Dataset S15

Dataset S16 (CSV)

Dataset S17 (CSV)

## Data Availability

Raw data can be accessed from GEO under the accession number GSE299280 (RNA-seq) (59), GSE299281 (ATAC-seq) (60), GSE299282 (snRNA-seq) (61) and GSE299399 (62). All other data are included in the article and/or supporting information.

# Supplementary material for: Med14 phosphorylation shapes genomic response to GLP-1 agonists
**Source:** Proc Natl Acad Sci U S A. 2026 Mar 4;123(10):e2536772123. doi: 10.1073/pnas.2536772123
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### Med14 phosphorylation shapes genomic response to GLP-1 Agonist

Sam Van de Velde, Jungting Yu, K. Garrett Evensen, Edmund Pakhlevanyan, April E. Williams, Reuben J. Shaw, and Marc Montminy

#### **This PDF file includes:**

- Figures S1 to S5
- Legends for Datasets S1 to S17
- Extended Methods
- Reagents and Resources
- SI References

#### **Other supporting materials for this manuscript include the following:**

- Description of Datasets S1 to S17

Figure S1

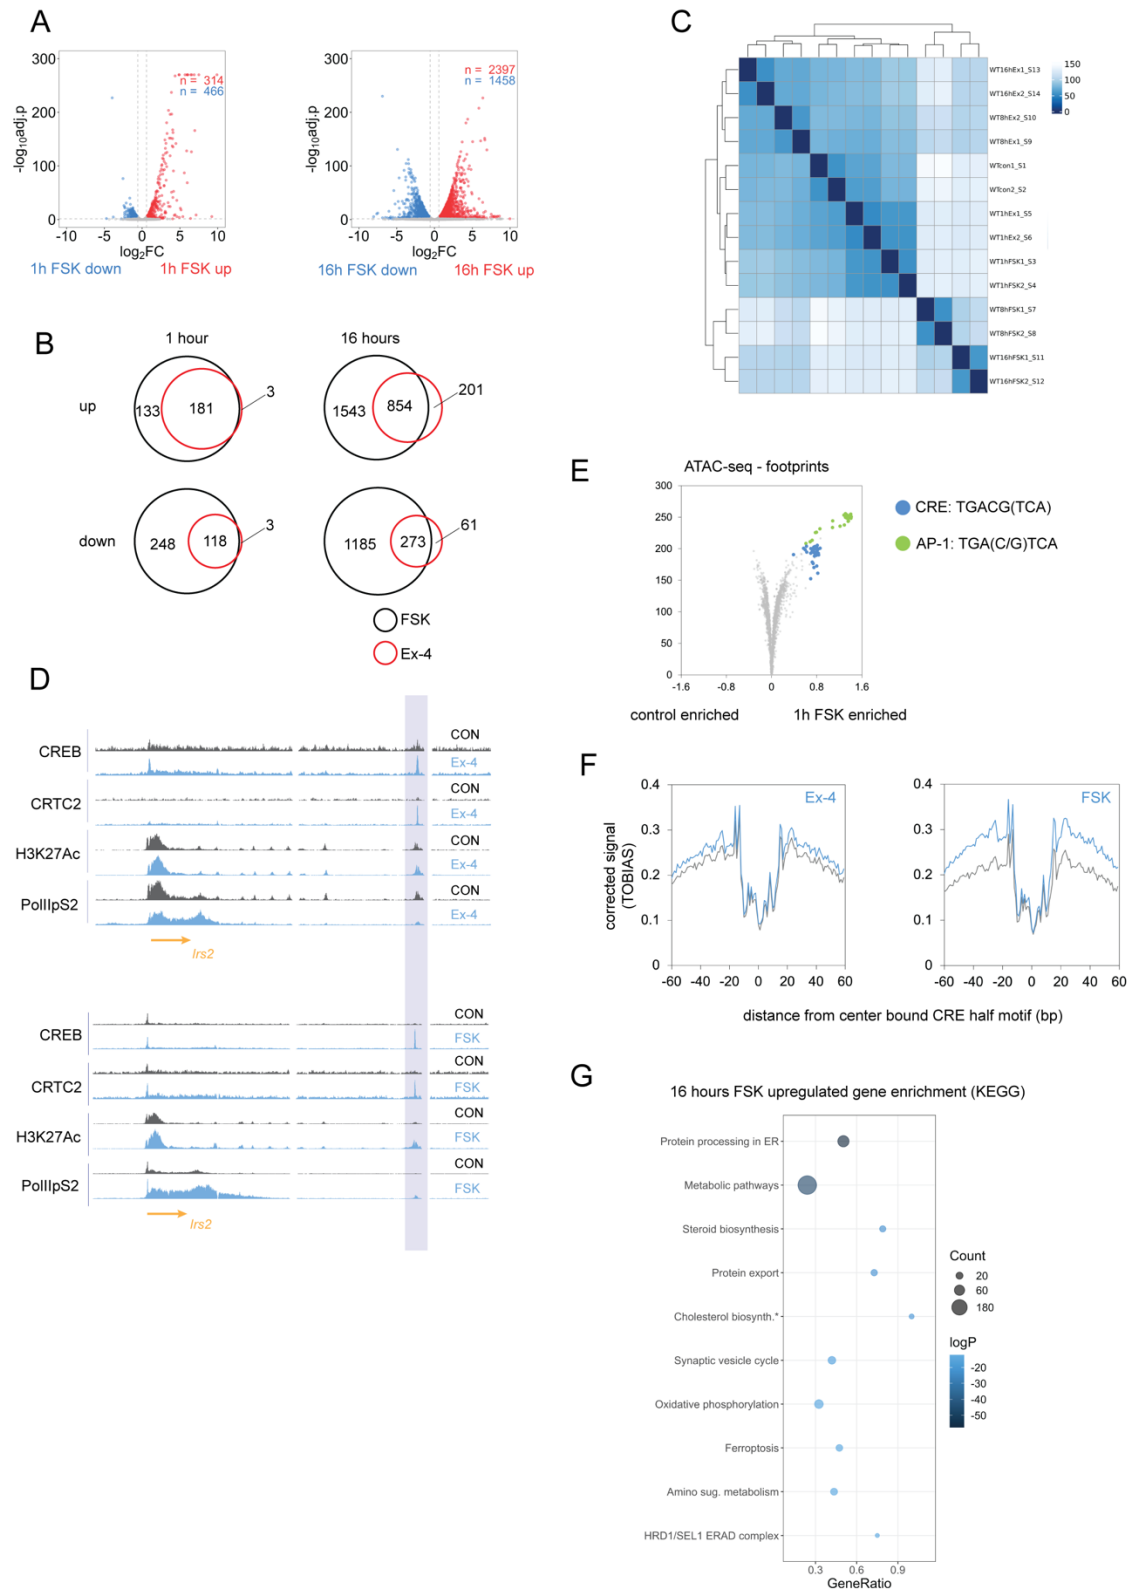

**Figure S1: Overlap between Ex-4 and forskolin (FSK) transcriptional responses, related to Figure 1**

- (A) Differential gene expression after acute (1h, left) or sustained (16h, right) FSK exposure in INS-1 cells.
- (B) Overlap of Ex-4 and FSK in induced (top) and repressed (bottom) genes after 1 hour (left) and 16 hours (right) exposure.
- (C) Sample similarity across all conditions.
- (D) Example ChIPseq tracks over the *Irs2* locus showing binding of CREB and CRTC induced by Ex-4 (top) and FSK (bottom) over an activated distal enhancer (shaded). Enhancer activity and CTD-phosphorylated RNA polymerase II are shown in H3AcK27 and Pol IIpS2 tracks, respectively.
- (E) Volcano plot depicting change in footprint score over transcription factor binding motifs in accessible chromatin regions (ATAC) after 1 hour FSK treatment. Motifs corresponding to CREB response binding (CRE) and activator protein-1 (AP-1) are highlighted.
- (F) ATACseq footprints over CRE half (CGTCA) sites after 1 hour Ex-4 (10 nM) (left) and FSK (10  $\mu$ M) (right) treatment.
- (G) KEGG pathway enrichment analysis of genes induced after 16 hours FSK (10  $\mu$ M) exposure.

Figure S2

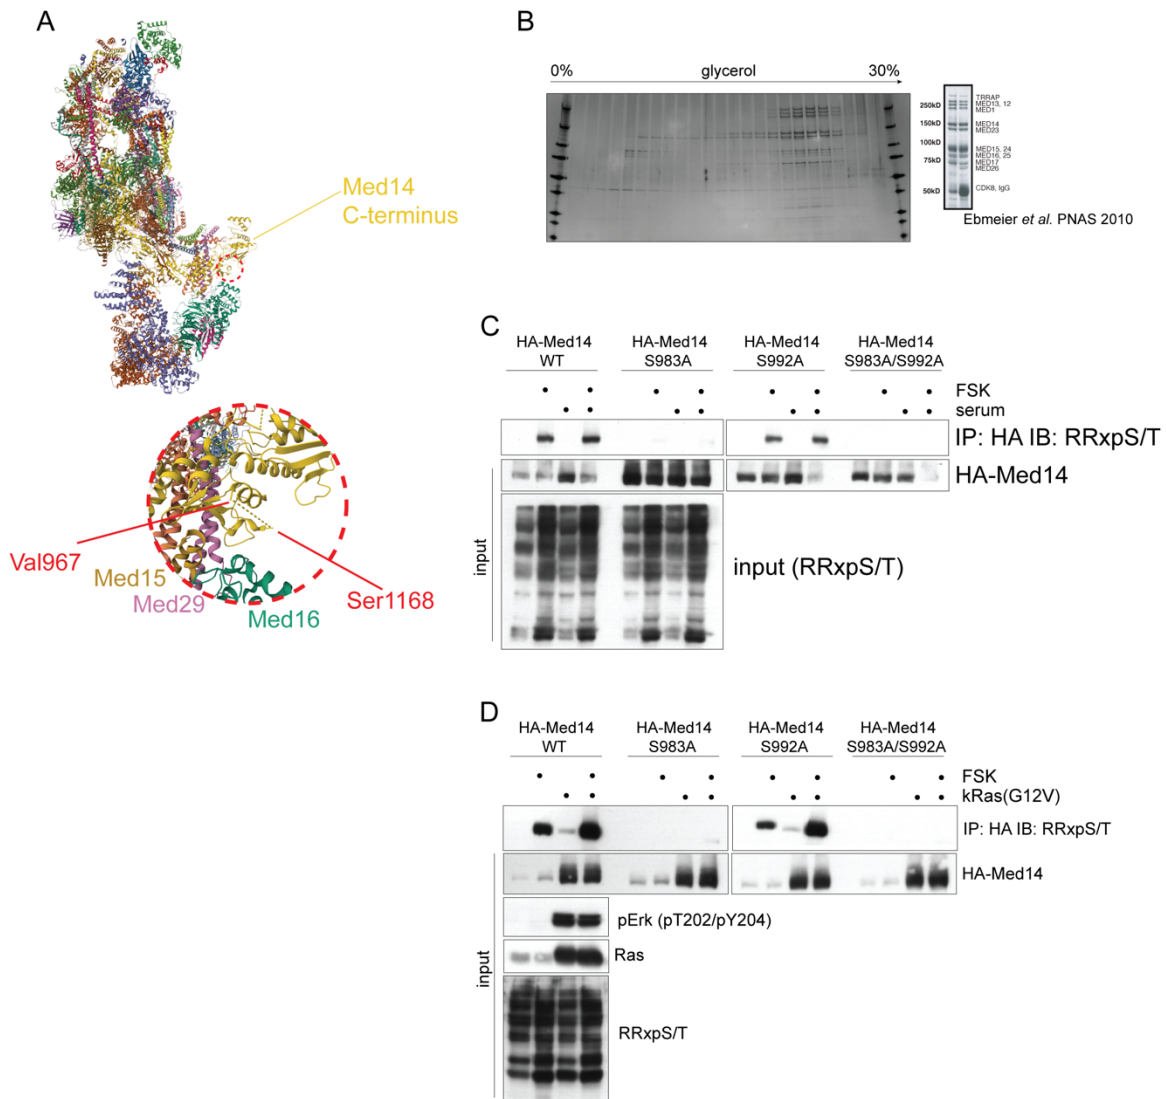

**Figure S2: Med14 is a PKA target, related to Figure 2**

- (A) Structure of human mediator bound to pre-initiation complex (PDB 7LBM)[1]. Exposed Med14 CTD with unresolved IDR (Med14V967-S1168) is highlighted.
- (B) Silver stain of purified mediator complex with Med14 S983A loaded on a 10%-30% glycerol gradient (left). Mediator silver stain reprinted from ref. [2] (right).
- (C) Phosphorylation of Ser983 is not triggered by serum (10%) treatment and is independent of the Erk target site Ser992. 293T cells were serum starved for 4 hours prior to stimulation.
- (D) Phosphorylation of Ser983 is not induced by expression of active Ras(G12V) mutant. Erk activation, Ras expression and PKA activity are shown in total extract.

Figure S3

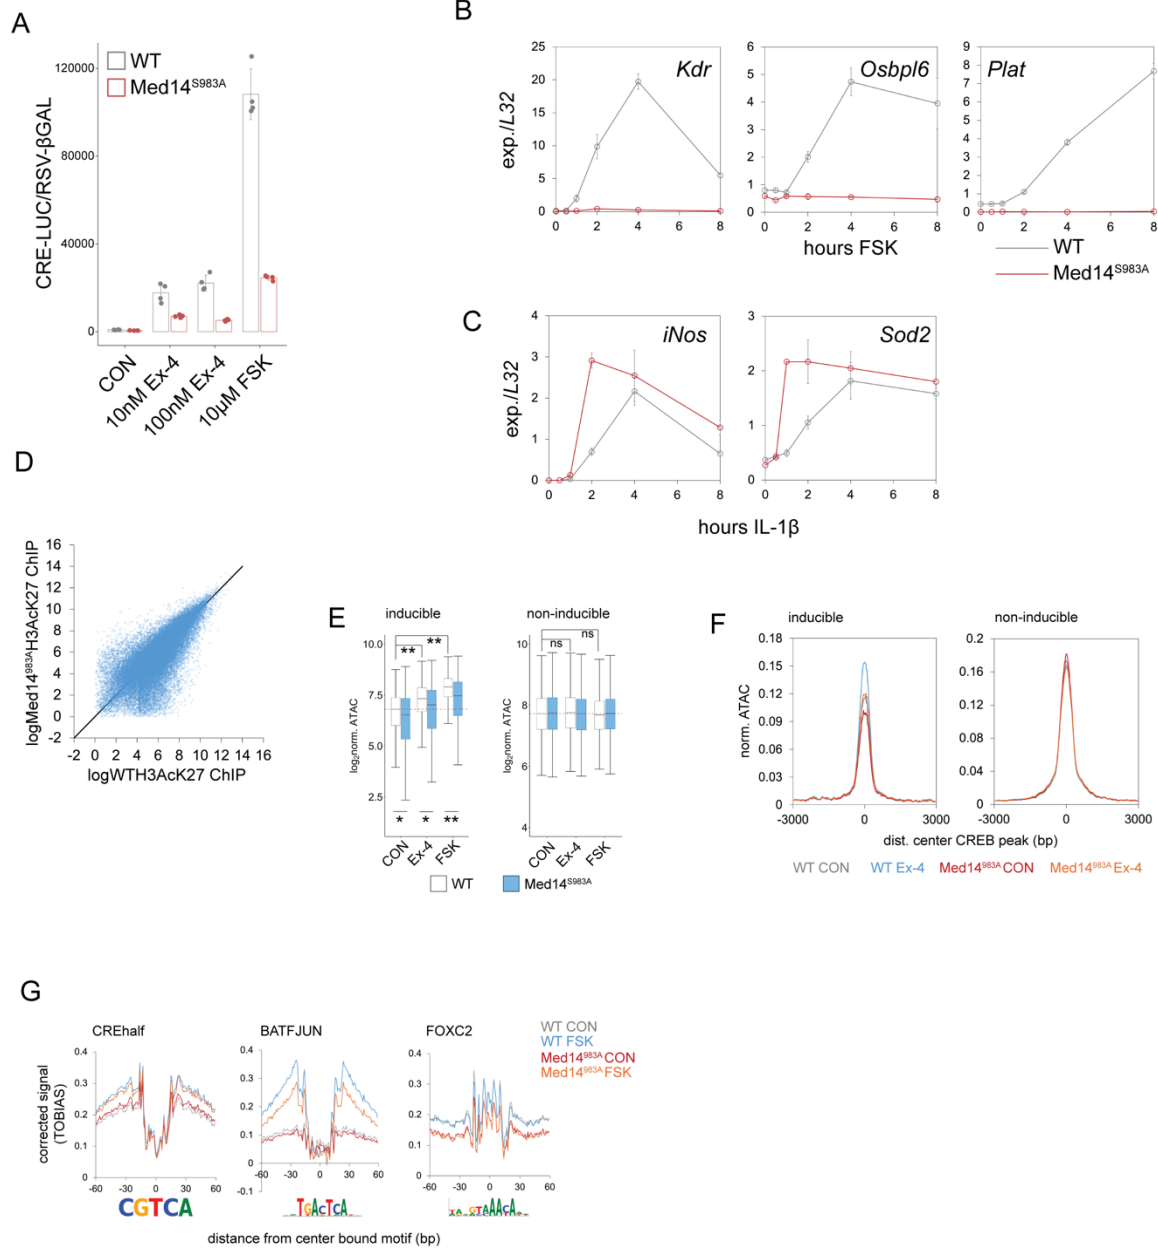

**Figure S3: Med14S983 phosphorylation promotes gene induction by activating enhancers, related to Figure 3**

- (A) Activation assay of WT and Med14 S983A cells transfected with a CREB-dependent (8xCRE) luciferase reporter. Cells were treated with Ex-4 or forskolin (FSK) as indicated for 6 hours. Signal was normalized by co-transfection of an RSV- $\beta$ GAL construct.
- (B) Time course Q-PCR for delayed-early (*Kdr*, *Osbpl6*, *Plat*) genes over 8 hours FSK (10  $\mu$ M) treatment in WT and Med14 S983A mutant cells. Error bars show standard deviation.
- (C) Time course Q-PCR for NF- $\kappa$ B target genes over 8 hours IL-1 $\beta$  (1 nM) treatment in WT and Med14 S983A mutant cells. Error bars show standard deviation.
- (D) Scatter plot comparing H3AcK27 ChIP-seq reads in enhancers between WT and Med14 S983A mutant cells.
- (E) Histogram of normalized ATAC-seq reads over inducible (left) and non-inducible (right) enhancers.
- (F) Footprint profiles over example CRE (CREhalf), AP-1 (BATFJUN) and FOX (FOXC2) motifs in WT and Med14 S983 mutant cells. 

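Over responsive peaks called in all 6 libraries, the median FPKM was lower in Med14 S983A mutant than in WT cells in each treatment, which over the kept peaks held with FSK alone. Over the peaks chosen on Ex-4 and called in all 6 libraries, the median FPKM in WT cells was 3.26 in CON, 5.59 in Ex-4 and 12.8 in FSK cells. In S983A cells it was 2.50 in CON, 4.82 in Ex-4 and 8.33 in FSK cells. The median over peaks of the log2 ratio of S983A to WT was -0.12 (95% interval -0.16 to -0.070) in CON, 0.011 (-0.035 to 0.052) in Ex-4 and -0.38 (-0.42 to -0.34) in FSK cells. The interval for Ex-4 includes 0. Over the 9326 peaks chosen on FSK and called in all 6 libraries, this ratio was -0.10 in CON, 0.030 (0.012 to 0.049) in Ex-4 and -0.27 in FSK cells. Over the 21004 kept peaks chosen on Ex-4, the median FPKM was 0 in both CON libraries, 1.91 in WT and 2.08 in S983A cells with Ex-4, and 3.30 in WT and 2.55 in S983A cells with FSK. The median log2 ratio there was 0 in CON, 0.14 (0.12 to 0.16) in Ex-4 and -0.25 (-0.27 to -0.23) in FSK cells. At peaks called in all 6 libraries that did not respond to Ex-4 the ratio was above 0 in each treatment, at 0.12 in CON, 0.11 in Ex-4 and 0.17 in FSK cells. Their median FPKM lay between 14.5 and 16.3 in every library. The peaks are the responsive and non-responsive sets of the ATAC-seq table and not the enhancers of Fig. S3E, whose list was not used here.

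**Figure D2:**
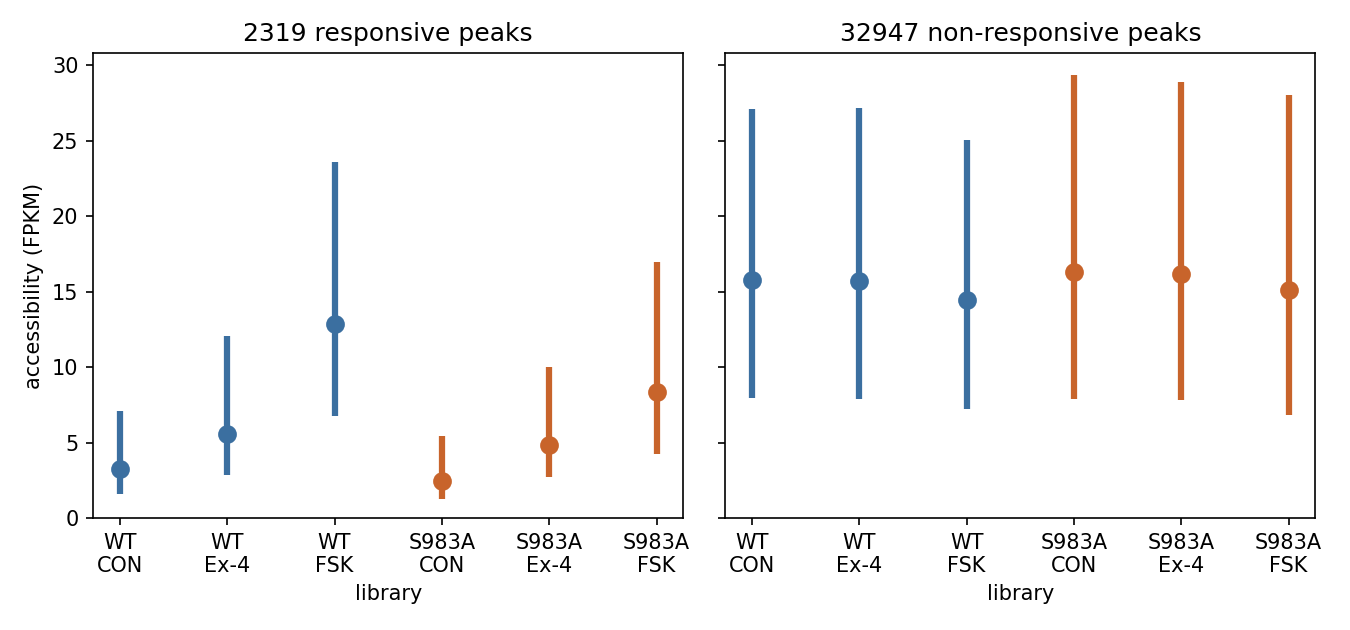
Accessibility in FPKM in each of the 6 libraries at peaks responsive (left) and not responsive (right) to Ex-4. Points are medians over peaks and lines run from the first to the third quartile, with WT in blue and S983A in orange. At responsive peaks the median after FSK is 12.8 in WT and 8.33 in S983A cells.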

Cells were exposed to 10  $\mu$ M FSK for 1 hour.

Figure S4

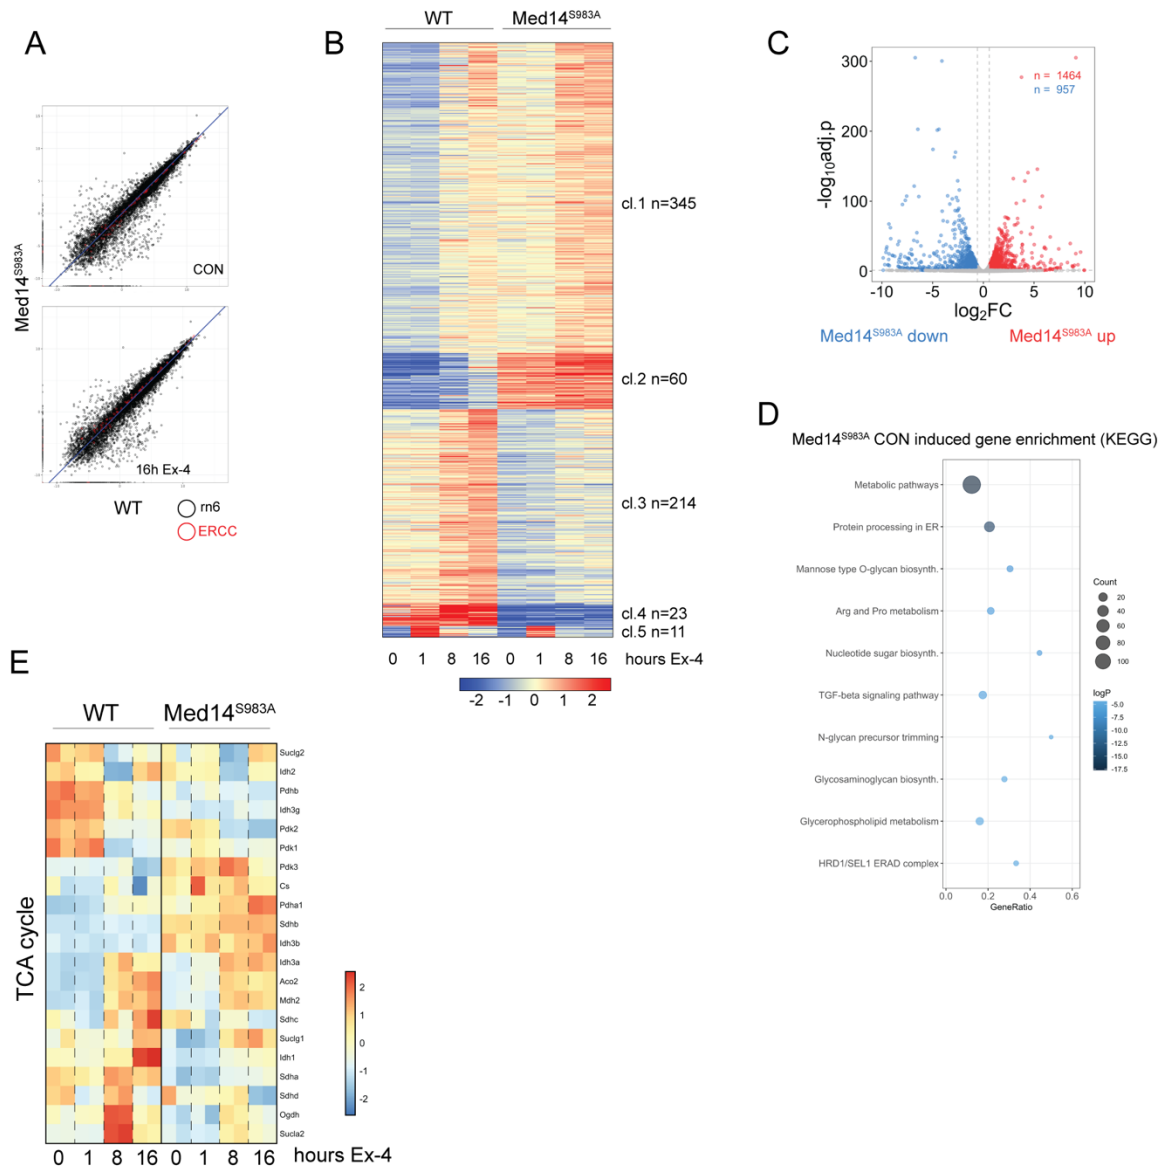

**Figure S4: Ex-4 tunes metabolism through Med14, related to Figure 5**

- (A) Scatter plot comparing transcript counts between WT and Med14 S983A mutant cells in basal (top) and 16h Ex-4 (bottom) treated conditions. Spiked-in ERCC RNAs are highlighted in red.
- (B) Clustered heatmap depicting expression of transcripts uniquely induced in WT cells (FC > 1.5, Padj. < 0.05) after 16h Ex-4 exposure. Expression across indicated timepoints in WT and Med14 S983A mutant cells is shown.
- (C) Volcano plot showing differential gene expression in WT and Med14 S983A mutant cells in basal conditions.
- (D) KEGG enrichment of genes induced in Med14 S983A mutants in basal conditions.
- (E) Heatmap showing expression of TCA cycle genes in WT and Med14 S983A mutant cells.

Figure S5

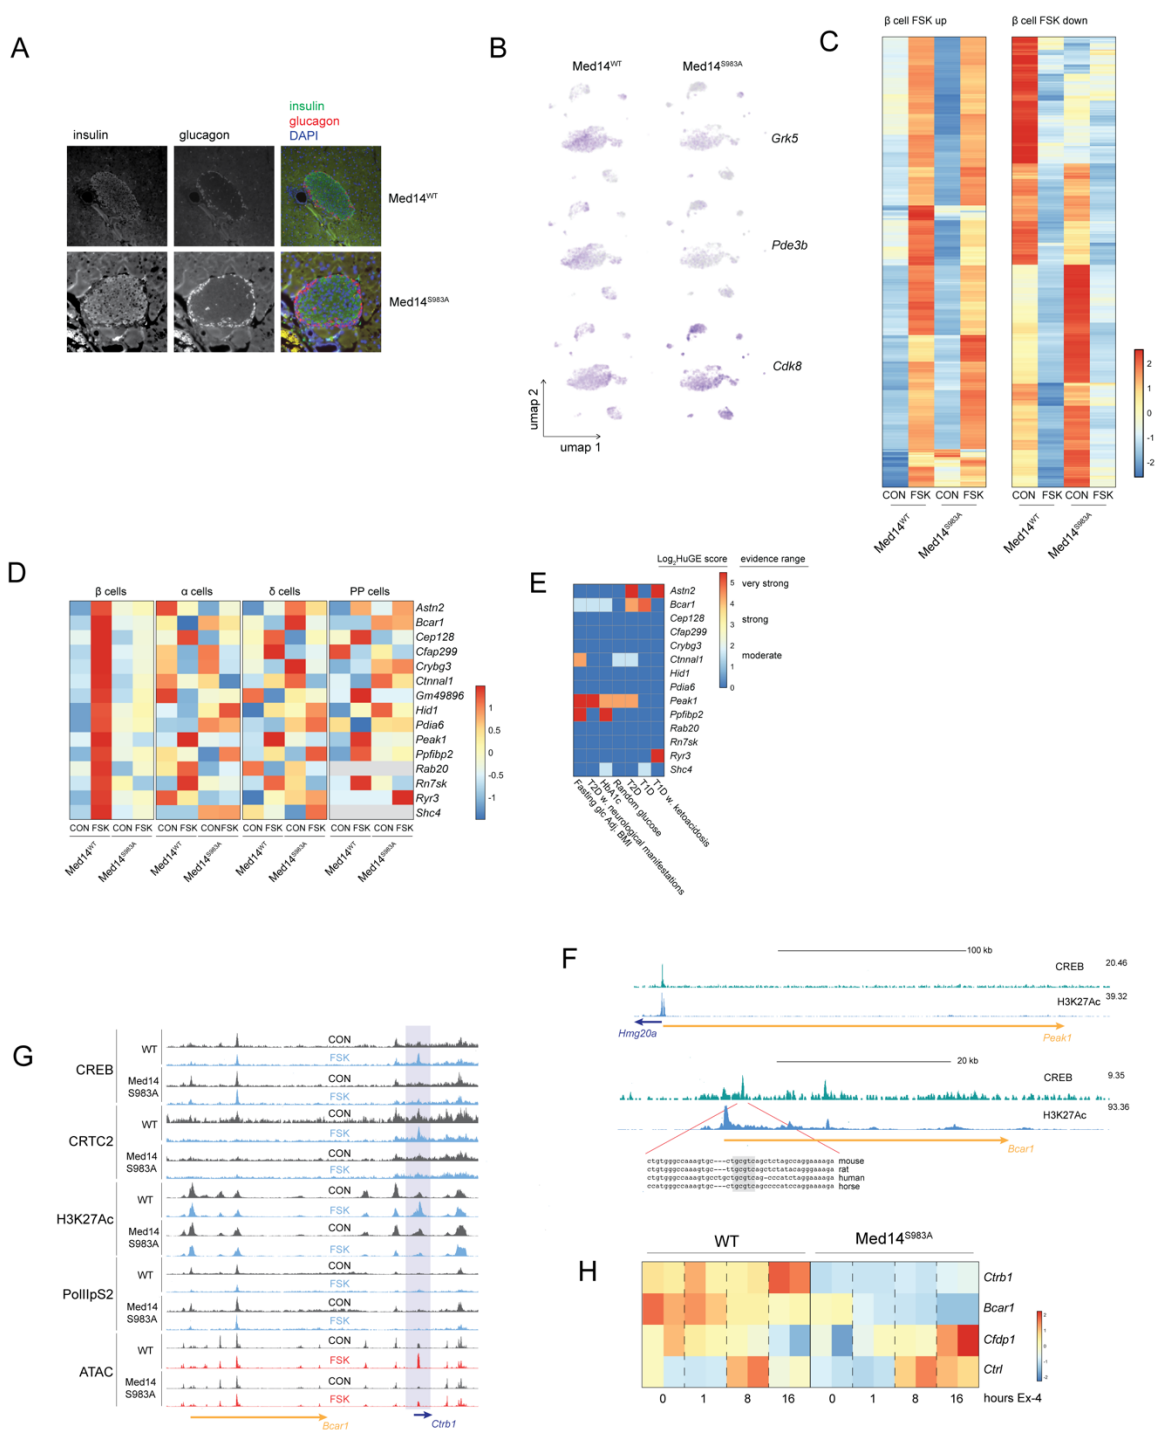

**Figure S5: Med14S983 controls beta cell plasticity and gene activation by Ex-4 in primary mouse islet tissue, related to Figure 6**

- (A) Representative images of WT (top) and Med14 S983A (bottom) pancreatic islets stained for insulin and glucagon.
- (B) UMAP plots highlighting expression of negative regulators of cAMP signaling (*Grk5*, *Pde3b*) and mediator kinase subunit *Cdk8*.
- (C) Gene induction (left) and repression (right) by chronic FSK (16 hours) in WT and Med14 S983A mutant primary beta cells.
- (D) Heatmap depicting induction of Med14 S983 controlled genes by FSK (16 hours) in WT and Med14 S983A mutants.  $\beta$ ,  $\alpha$ ,  $\delta$  and PP cells are compared.
- (E) Heatmap showing Human Genetic Evidence (HuGE) scores [3] from [hugeamp.org](http://hugeamp.org) for genes shown in (Fig. 6F) across diabetes-related phenotypes.
- (F) Chromatin occupancy of CREB and H3AcK27 in primary mouse islets across *Hmg20a/Peak1* and *Bcar1* genomic loci in primary mouse islets (GEO: GSM3604407, GSM3604411) [4]. Conserved intronic CREB response element in *Bcar1* intron is shown.
- (G) ChIP-seq occupancy (top) and ATAC-seq (bottom) tracks over the *Bcar1/Ctrb1* locus in INS-1 cells. cAMP inducible enhancer is highlighted.
- (H) Expression of genes in the *Bcar1/Ctrb1* locus in INS-1 cells after Ex-4 (10 nM) stimulation.

## Datasets

- Dataset S1.** Differential Gene Expression WT CON v. 1h Ex-4, related to Figure 1  
**Dataset S2.** Differential Gene Expression WT CON v. 8h Ex-4, related to Figure 1  
**Dataset S3.** Differential Gene Expression WT CON v. 16h Ex-4, related to Figure 1  
**Dataset S4.** Differential Gene Expression WT CON v. 1h FSK, related to Figure S1  
**Dataset S5.** Differential Gene Expression WT CON v. 8h FSK, related to Figure S1  
**Dataset S6.** Differential Gene Expression WT CON v. 16h FSK, related to Figure S1  
**Dataset S7.** CREB bound cAMP Responsive Enhancers INS-1 BED rn6, related to Figure 3  
**Dataset S8.** CREB bound non-responsive Enhancers INS-1 BED rn6, related to Figure 3  
**Dataset S9.** Differential Gene Expression Med14 S983A CON v. 1h Ex-4, related to Figure 5  
**Dataset S10.** Differential Gene Expression Med14 S983A CON v. 8h Ex-4, related to Figure 5  
**Dataset S11.** Differential Gene Expression Med14 S983A CON v. 16h Ex-4, related to Figure 5  
**Dataset S12.** Untargeted Lipidomics, related to Figure 5  
**Dataset S13.** Differential Gene Expression WT CON v. Med14 S983A CON primary pancreatic beta cells, related to Figure 6  
**Dataset S14.** Differential Gene Expression WT 16h Ex-4 v. WT CON primary pancreatic beta cells, related to Figure 6  
**Dataset S15.** Differential Gene Expression Med14 S983A 16h Ex-4 v. WT CON primary pancreatic beta cells, related to Figure 6  
**Dataset S16.** Differential Gene Expression WT 16h FSK v. WT CON primary pancreatic beta cells, related to Figure 6  
**Dataset S17.** Differential Gene Expression Med14 S983A 16h FSK v. WT CON primary pancreatic beta cells, related to Figure 6

## Extended Methods

### CRISPR-Cas9 induced targeted mutagenesis and mediator tagging

Guide RNAs were cloned in BsmBI digested LentiCRISPRv2 (Addgene #52961) as described in [5]. For Med14 S983A point mutations, HDR templates with 1kb flanking regions were cloned in pUC19 using the Gibson assembly kit. HDR templates contained Ser983Ala mutations, as well as silent mutations for genotyping (HincII site) and for rendering repaired DNA resistant to Cas9 re-digestion. For mediator tagging, we fused a 3xFLAG/Twin Strep tag to Med19. We selected Med19 based on previous studies in which this subunit was tagged for subsequent purification and cryo-EM structure determination [15]. 1kb Med19-NTD flanking regions were cloned in AAVS1\_Puro\_PGK1\_3xFLAG\_Twin\_Strep plasmid (Addgene #68375) as described in Dalvai et al. [54]. 2 ug of both LentiCRISPRv2 and repair template plasmid were transfected in INS-1 cells using Maxcyte ExPERT ATx electroporator with Optimization 2 protocol. After transfection, cells were selected in 1 ug/ml puromycin for three days. Single cells were sorted by FACS in 96 well plates. Genomic DNA from resulting clones was extracted with QuickExtract DNA Extraction Solution (Lucigen) for genotyping.

### **Mediator purification**

Mediator was purified as described earlier with some modifications. Briefly, 120 15 cm plates of FLAG-Strep-Med19 knocked-in INS-1 cells were washed with PBS, scraped from the plates and centrifuged at 1,500 rpm. Pellets were resuspended in hypotonic buffer (10 mM HEPES (pH7.9), 1.5mM MgCl<sub>2</sub>, 10mM KCl, 0.5mM DTT, protease inhibitors, phosphatase inhibitors) and incubated in ice for 15 min. Cell suspension was then transferred to a Dounce homogenizer and homogenized with 15-20 strokes with loose pestle. Next, suspension was centrifuged for 20 min at 20,000 rpm at 4C, followed by a gentle wash of the pellet with another 15 ml of hypotonic buffer and additional centrifugation at 5,000 rpm for 8 min. Pellet was resuspended in twice the pellet volume of extraction buffer (20mM HEPES (pH7.9), 1.5mM MgCl<sub>2</sub>, 0.6M KCl, 0.2 mM EDTA, 0.5 mM DTT, 25% glycerol, protease inhibitors, phosphatase inhibitors) and rotated at 4C for 1 hour to extract nuclear proteins from chromatin. The nuclear extract was centrifuged for 1 hour at 35,000 rpm, 4C. Cleared supernatant was collected and added to M2 anti-FLAG agarose resin twice pre-washed with equilibration buffer (50mM HEPES (pH7.9), 1.5mM MgCl<sub>2</sub>, 50mM KCl, 0.3M NaCl) and incubated while rotating at 4C overnight. Beads were then washed with 500 ul elution base buffer (50 mM HEPES (pH7.9), 0.1M NaCl, 1.5mM MgCl<sub>2</sub>, 0.05% Triton X-100) and eluted with elution base buffer containing FLAG peptide.

### **Glycerol gradient ultracentrifugation**

Nuclear extracts were loaded on top of a 11 ml 10%-30% linear glycerol gradient in gradient buffer (10 mM HEPES pH 7.4, 100 mM KCl, 1.5 mM MgCl<sub>2</sub>, 100 uM EGTA, 20 mM NaF, 1 mM DTT, protease inhibitors) and centrifuged in a SW41 rotor at 40,000 rpm for 16 hours at 4C. 500ul fractions were collected from the top.

### **Inducible CREB enhancer identification**

For identification of signal responsive CREB bound enhancers, overlapping CREB bound loci from three independent ChIP-seq experiments (1h FSK exposure) were identified using mergePeaks command in Homer. Next, a raw count table of H3Ack27 ChIP-seq tags over these high confidence CREB bound loci (+/- 2kb) from three independent experiments (basal and 1h FSK exposure) was generated using annotatePeaks.pl. Genomic regions with significantly FSK-induced H3Ack27 were identified using DEseq2 (getDiffExpression.pl) (FC FSK/CON  $\geq$  1.5, -log adj. p  $\geq$  1).

### **Enhancer activity scoring**

Enhancers were scored based on H3K27Ac ChIP-seq data using HOMER (findPeaks <H3K27Ac tag directory> -i <input tag directory> -style super -superSlope -1000 followed by normalization and ranking of enhancer scores.

## **RNAseq data processing**

Raw sequencing reads, including ERCC spike-in controls, were mapped to a combined reference genome comprising the rn6 rat genome and ERCC sequences using STAR (v2.5.3a) with default parameters. Following alignment, quality control and gene quantification were conducted using the 'QoRTs.jar QC' function from the QoRTs (Quality of RNA-Seq ToolSet) software package (v1.3.6) [6]. This process generated raw expression counts for both ERCC spike-ins and rat genes. Gene expression levels were also quantified in transcripts per kilobase million (TPM) across all exons of RefSeq genes using analyzeRepeats.pl in HOMER (v4.11.1) [7], with the top-expressed isoform used as a proxy for gene expression. Differential gene expression analysis was performed using DESeq2 (v1.24.0) [8] based on raw gene counts, incorporating biological replicates to estimate within-group dispersion. ERCC spike-in abundances were used as quality controls to calculate size factors for normalization in DESeq2. Genes were considered differentially expressed with a false discovery rate (FDR) threshold of <0.05 and an absolute fold-change (FC) >1.5 between experimental conditions.

## **Generation of phospho-Med14S983 antisera**

Antisera against phospho-Med14S983 were raised in rabbits against a synthetic phosphopeptide corresponding to Med14(974-991) coupled to maleimide activated keyhole limpet hemocyanin per manufacturer's instructions. The peptide (Cys-DSNQDARRRpSVNEDDNP) was synthesized, HPLC purified and mass spectrometry verified by RS Synthesis (Louisville, KY). The immunogen was prepared by emulsification of Freund's complete adjuvant-modified Mycobacterium butyricum (EMD Millipore) with an equal volume of phosphate buffered saline (PBS) containing 1.0 mg conjugate/ml for the first two injections. For booster injections, incomplete Freund's adjuvant was mixed with an equal volume of PBS containing 0.5 mg conjugate/ml. For each immunization, an animal received a total of 1 ml of emulsion in 20 intradermal sites in the lumbar region, 0.5 mg total protein conjugate for the first two injections and 0.25 mg total protein conjugate for all subsequent booster injections. Three individual rabbits were injected every three weeks and were bled one week following booster injections, <10% total blood volume. Rabbits were administered 1–2 mg/kg Acepromazine IM prior to injections of antigen or blood withdrawal. At the termination of study, rabbits were exsanguinated under anesthesia (ketamine 50 mg/kg and acepromazine 1 mg/kg, IM) and euthanized with an overdose of pentobarbital sodium and phenytoin sodium (1 ml/4.5 kg of body weight IC to effect). After blood was collected the death of animals was confirmed. All animal procedures were conducted by experienced veterinary technicians, under the supervision of Salk Institute veterinarians.

## **Affinity purification of phospho-Med14S983 antisera**

Antisera were purified using phosphopeptide coupled to SulfoLink coupling resin, 4.6 mg peptide on 2.5 packed bead volume. Coupling was performed by combining peptide and resin in coupling buffer (50 mM Tris, 5 mM EDTA pH 8.5) with 25 mM TCEP and rotating for 1 hour at room temperature followed by alternating washes with 5 column volumes each time of 1 N acetic acid and 50 mM NaHepes, 100 mM NaCl pH 7.5. Next, 20 ml of antiserum was mixed with an equal volume of PBS + 0.02% NaN<sub>3</sub>, filtered through 5 um and mixed with drained affinity gel by tumbling overnight at 4C. Gel was washed with 5 column volumes of 10 mM Hepes, pH 7.5 and antibody was eluted with 5 column volumes of 1N Acetic acid.

### **Oxygen consumption rate (OCR) measurement**

INS-1 cells were seeded in XFe 96 microplates at a density of 40,000 cells per well and cultured overnight in RPMI media containing 5 mM glucose. Cells were then washed in serum-free medium without phenol red, sodium bicarbonate, L-glutamine and sodium pyruvate containing 2 mM glucose (Agilent Seahorse XF RPMI Medium, pH 7.4, 103576-100) for 1 hour prior to measurements. Plates were loaded in an XFe 96 Analyzer (Agilent) for OCR measurements. Glucose (20 mM), oligomycin (1  $\mu$ M) and Antimycin (0.5  $\mu$ M) + Rotenone (0.5  $\mu$ M) were injected in the analysis plate at the indicated time points.

### **Immunofluorescence**

Whole mouse pancreas was fixed overnight in Z-fix (Anatech Ltd. 171) and embedded in paraffin. Sections were deparaffinized and rehydrated by incubation in xylenes, 100%, 95%, 70% and 50% ethanol twice for 10 minutes each. For antigen retrieval, sections were then heated at 95°C for 20 minutes and cooled to room temperature in 10 mM sodium citrate (pH 6). Sections were blocked in blocking buffer (PBS/0.3% Triton X-100/5% normal goat serum) for 1 hour at room temperature and exposed to insulin and glucagon antibodies (1/1000 each) overnight in antibody dilution buffer (PBS/1% BSA/0.3% Triton X-100) at 4°C. After three 5 min washes with PBS, sections were incubated with fluorescently labeled anti-guinea pig and anti-rabbit secondary antibodies (1/2000) for one hour at room temperature, washed three times 5 min with PBS and mounted with DAPI Fluoromount-G. Slides were imaged on a Keyence BZ-X710 fluorescence microscope. Images were analyzed for insulin and glucagon-positive area per islet with Fiji [9]. Islets were manually outlined in merged channel images. Insulin and glucagon positive areas in 8-bit images of islets were then thresholded and quantified with the analyze particle tool.

### **snRNAseq data processing and analysis**

FASTQ files were processed using split-pipe (v1.4.0, Parse Biosciences) to generate cell-by-gene count matrices aligned to the mm39 mouse reference genome. Downstream analysis was conducted using Seurat (v5.3.0) [10]. For each sample, nuclei with a number of counts or detected features in the bottom or top 15th percentile were excluded. Additionally, nuclei with >1% mitochondrial gene content were filtered out. Following quality control, individual samples were merged and normalized using SCTransform [11, 12]. Batch effects were corrected using Harmony [13] prior to clustering.

Cluster-specific marker genes were identified using FindAllMarkers, and the top ten markers from each cluster were submitted to CellKb (<https://www.cellkb.com>) [14] for annotation. To ensure equal representation across samples, the integrated object was downsampled to 2,500 nuclei per sample before downstream analyses. Differential gene expression between treatment groups and across cell types was performed using FindMarkers (min.pct = 0.1, logfc.threshold = 0). Genes were considered significant with an adjusted p value (BH method) less than 0.05. No fold change cutoff

was used. Over-representation analysis was carried out using WebGestaltR (v0.4.6) [15], using the set of all detected genes (prior to filtering) as the reference background.

### **Insulin secretion assay**

Insulin secretion from INS-1 cells was performed as described before [4]. Briefly, A total of  $0.5 \times 10^6$  INS-1 cells were seeded in a 24-well plate. After 2 days, cells were washed once and incubated in 0.5 ml KRBH buffer (10 mM HEPES [pH 7.4], 5 mM  $\text{NaHCO}_3$ , 129 mM NaCl, 4.8 mM KCl, 1.2 mM  $\text{KH}_2\text{PO}_4$ , 1.2 mM  $\text{MgSO}_4$ , 1 mM  $\text{CaCl}_2$ ) for 2 h to starve cells. Glucose and FSK were added at the indicated concentrations. Buffer was collected and insulin measured with sensitive rat insulin radioimmunoassay (SRI-13K; EMD Millipore) according to the manufacturer's instructions.

### **Lipid extraction**

Lipids were extracted from tissues using the Bligh and Dyer method. Tissues were homogenized in 1:1 phosphate-buffered saline (PBS):methanol, followed by addition of chloroform to achieve a 1:1:2 PBS:methanol:chloroform solvent ratio (v:v:v). Prior to lipid extraction, the following internal standards were added to chloroform unless otherwise stated: SGD(13C16-16:0/14:0) for quantification of SGDGs and SGAAGs, and ST(d18:1/17:0) for quantification of sulfatides. The mixtures were shaken vigorously for 30 seconds, vortexed for 15 seconds, and centrifuged at 2,200g for 6 minutes at 4°C. The bottom organic layer was collected and dried under a gentle stream of nitrogen.

### **MS sample preparation and analysis**

For proteomics samples were precipitated with trichloroacetic acid (TCA, MP Biomedicals, # 196057) overnight at 4 °C or using Methanol-Chloroform. Dried pellets were dissolved in 8 M urea, reduced with 5 mM tris(2-carboxyethyl) phosphine hydrochloride (TCEP, ThermoFisher, #20491), and alkylated with 10 mM iodoacetamide (Sigma, # I1149). Proteins were then digested overnight at 37 °C with trypsin (Promega, # V5111). The reaction was quenched with formic acid at a final concentration of 5% (v/v). Digested samples were analyzed on a Q Exactive Hybrid Quadrupole-Orbitrap Mass Spectrometer.

Samples were injected directly onto a 25 cm, 100  $\mu\text{m}$  ID column packed with BEH 1.7  $\mu\text{m}$  C18 resin (Waters). Samples were separated at a flow rate of 300 nL/min on an EasynLC 1200 (Thermo). Buffer A and B were 0.1% formic acid in water and 90% acetonitrile, respectively. A gradient of 1–10% B over 30 min, an increase to 35% B over 120 min, an increase to 100% B over 20 min and held at 100% B for a 10 min was used for a 180 min total run time.

Peptides were eluted directly from the tip of the column and nanosprayed directly into the mass spectrometer by application of 2.5 kV voltage at the back of the column. The Eclipse was operated in a data dependent mode. Full MS1 scans were collected in the Orbitrap at 120k resolution. The cycle time was set to 3 s, and within this 3 s the most abundant ions per scan were selected for

CID MS/MS in the ion trap. Monoisotopic precursor selection was enabled and dynamic exclusion was used with exclusion duration of 60 s.

Protein and peptide identification were done with Integrated Proteomics Pipeline – IP2 (Integrated Proteomics Applications). Tandem mass spectra were extracted from raw files using RawConverter [16] and searched with ProLuCID [17] against Uniprot human database. The search space included all fully-tryptic and half-tryptic peptide candidates. Data was searched with 50 ppm precursor ion tolerance and 600 ppm fragment ion tolerance. Identified proteins were filtered to using DTASelect [18] and utilizing a target-decoy database search strategy to control the false discovery rate to 1% at the protein level [19]. Quantitative analysis of TMT was done with Census [20] filtering reporter ions with 10 ppm mass tolerance and 0.6 isobaric purity filter.

## Global lipidomics analysis

Lipid extracts, normalized by tissue weight, were injected into a Vanquish UHPLC system coupled to a Q-Exactive Plus mass spectrometer (Thermo Fisher Scientific). Lipids were separated on a Waters XBridge BEH C8 column (5  $\mu$ m, 50  $\times$  4.6 mm) over a 70-minute gradient: 0% B for 5 minutes, 0-20% B in 0.1 minutes, 20-100% B in 50 minutes, held at 100% B for 8 minutes, 100-0% B in 0.1 minutes, and held at 0% B for 6.9 minutes. The flow rate was initially set to 0.1 mL/min, increased to 0.3 mL/min at 5.1 minutes, and further increased to 0.4 mL/min at 63.1 minutes. Data were acquired in positive and negative ionization modes using Xcalibur.

Solvent A consisted of 95:5 water:methanol, and solvent B consisted of 70:25:5 isopropanol:methanol:water. For positive ionization mode, 0.1% formic acid and 5 mM ammonium formate were added to the mobile phases. For negative ionization mode, 0.1% ammonium hydroxide solution (28% NH<sub>3</sub> in water) was added. The HESI source parameters were: spray voltage, 3,000 V (positive mode) and 2,250 V (negative mode); capillary temperature, 325°C; sheath gas, 50; auxiliary gas, 10; spare gas, 1; probe temperature, 200°C; S-Lens RF level, 65.

The Q-Exactive Plus mass spectrometer was operated in data-dependent mode with one full MS scan (resolution 70,000, AGC target 1e6, maximum injection time 100 ms, scan range 150-1,500 m/z), followed by ten higher-energy collisional dissociation (HCD) MS/MS scans (resolution 17,500, AGC target 1  $\times$  10<sup>5</sup>, maximum injection time 200 ms, isolation width 1.0 m/z, stepped normalized collision energy of 20, 30, and 40, scan range 200-2,000 m/z). Dynamic exclusion was set to 30 seconds.

Lipids were identified using LipidSearch (Thermo Fisher Scientific) by comparing MS/MS spectra against a built-in database containing over 1.5 million lipid ions and their predicted fragment ions. LipidSearch parameters were: precursor tolerance, 8 ppm; product tolerance, 10 ppm; positive mode adducts, +H, +NH<sub>4</sub>, +Na, and +H-H<sub>2</sub>O; negative mode adducts, -H, -2H, and +Cl; m-Score threshold, 5.0. The ID quality filter was set to A and B, requiring annotation of both head group and fatty acyls for confident identification. Maximum lipid intensity was required to be greater than 1  $\times$  10<sup>5</sup>. Additional manual inspection was performed using Skyline56.

## Reagents and Resources

| REAGENT OR RESOURCE | SOURCE | IDENTIFIER |
|---------------------|--------|------------|
| Antibodies          |        |            |

|                                               |                   |             |
|-----------------------------------------------|-------------------|-------------|
| FLAG (mouse)                                  | Sigma             | F1804       |
| Phospho-PKA substrate                         | Cell Signaling    | 9624        |
| Med12                                         | Cell Signaling    | 14360       |
| CDK8                                          | Cell Signaling    | 4106        |
| Med30                                         | Proteintech       | 67038-1     |
| Phospho-CREB (S133)                           | Cell Signaling    | 9198        |
| Fos                                           | Cell Signaling    | 32154       |
| JunB                                          | Cell Signaling    | 3753        |
| Phospho-Erk1/2                                | Cell Signaling    | 4370        |
| Ras                                           | Cell Signaling    | 3965        |
| Cpt1a                                         | Abcam             | Ab128568    |
| Fasn                                          | Cell Signaling    | 3180        |
| SREBP-1a                                      | Santa Cruz        | Sc-13551    |
| Ldlr                                          | Abcam             | Ab30532     |
| tubulin                                       | EMD Millipore     | 05-829      |
| RNAQ Polymerase II CTD repeat phospho S2      | Abcam             | Ab5095      |
| Histone H3 (acetyl K27)                       | Abcam             | Ab4729      |
| CRTC2                                         | In house          |             |
| phospho-Med14 (S983)                          | This study        |             |
| Insulin                                       | Invitrogen        | PA1-26938   |
| Glucagon                                      | Cell Signaling    | 2760        |
| Alexa Fluor 488 goat anti-guinea pig          | Invitrogen        | A11073      |
| Alexa Fluor 568 goat anti-rabbit              | Invitrogen        | A21069      |
| Chemicals, peptides, and recombinant proteins |                   |             |
| Exenatide (Exendin-4)                         | Bachem            | 4019602     |
| Semaglutide                                   | Selleck Chemicals | S9697       |
| Tirzepatide                                   | Selleck Chemicals | P1206       |
| FLAG epitope peptide                          | Bachem            | 4034775     |
| Anti-FLAG agarose                             | Sigma             | A2220       |
| AMPure XP beads                               | Beckman Coulter   | A63881      |
| Collagenase P                                 | Roche             | 11213873001 |
| Fetal Bovine lipoprotein deficient serum      | Alpha Diagnostic  | LDLD47-S    |
| DAPI Fluoromount G                            | SouthernBiotech   | 0100-20     |
| Cholesterol                                   | Sigma             | C3045       |
| 25-dioxycholesterol                           | Medchemexpress    | HY-113134   |
| Recombinant mouse IL-1 $\beta$                | Gibco             | PMC0814     |

|                                                           |                             |                                     |
|-----------------------------------------------------------|-----------------------------|-------------------------------------|
| Critical commercial assays                                |                             |                                     |
| NEBNext Ultra II Directional RNA Library Kit for Illumina | New England Biolabs         | E7760                               |
| NEBNext Ultra II DNA library Prep Kit for Illumina        | New England Biolabs         | E7645                               |
| Micro BCA protein assay kit                               | Thermo scientific           | 23235                               |
| Qubit dsDNA HS Assay Kit                                  | Invitrogen                  | Q32854                              |
| Pierce Silver stain kit                                   | Thermo scientific           | 24612                               |
| Transcriptor First Strand cDNA Synthesis Kit              | Roche                       | 04897030001                         |
| LightCycler480 SYBP Green I Master                        | Roche                       | 43334520                            |
| ERCC RNA Spike-In Mix                                     | Invitrogen                  | 4456740                             |
| Phusion Green High-Fidelity DNA Polymerase                | Thermo scientific           | F-534L                              |
| Illumina Tagment DNA Enzyme and Buffer                    | Illumina                    | 20034210                            |
| NEBuilder HiFi DNA Assembly Master Mix                    | New England Biolabs         | E2621                               |
| Evercode WT v3                                            | Parse Biosciences           | ECWT3300                            |
| Evercode Nuclei Fixation v3                               | Parse Biosciences           | ECFN3300                            |
| Rat Insulin Radio-immunoassay                             | EMD Millipore               | SRI-13K                             |
| Experimental models: Cell lines                           |                             |                                     |
| INS-1                                                     |                             |                                     |
| INS-1 Med14 S983A 1                                       | This Study                  |                                     |
| INS-1 Med14 S983A 2                                       | This Study                  |                                     |
| INS-1 FLAG-MED19                                          | This Study                  |                                     |
| INS-1 FLAG-MED19 Med14 S983A                              | This Study                  |                                     |
| HEK 293T                                                  |                             |                                     |
|                                                           |                             |                                     |
|                                                           |                             |                                     |
| Experimental models: Organisms/strains                    |                             |                                     |
| Med14 S983A mice (C57BL/6J)                               | This study                  |                                     |
|                                                           |                             |                                     |
| Oligonucleotides                                          |                             |                                     |
| ATGTCACCTCCTATAGGAGA <u>AAGG</u>                          | Integrated DNA Technologies | Med14G1 (S983A CRISPR guide1)       |
| TGGATAGCAATCAAGATGCT <u>CGG</u>                           | Integrated DNA Technologies | Med14G2 (S983A CRISPR guide2)       |
| AGATCCCGGGTAACCAAGAG <u>CGG</u>                           | Integrated DNA Technologies | Med19G1 (CRISPR guide1 for tagging) |
| GTCAGTTTGAGCTCCGAACAG <u>GG</u>                           | Integrated DNA Technologies | Med19G2 (CRISPR guide2 for tagging) |
| GAAAACCAAGCACATGCTGC<br>TTGTTGCACATCAGCAGCAC              | Integrated DNA Technologies | Rat L32 QPCR                        |

|                                               |                                |                        |
|-----------------------------------------------|--------------------------------|------------------------|
| CAGCCTTTCCTACTACCATTC<br>ACAGATCTGCGCAAAAGTCC | Integrated DNA<br>Technologies | Rat <i>Fos</i> QPCR    |
| CCTGTTTCCTGTATGGAGGA<br>GGTTCCTCCAAAGGGATATC  | Integrated DNA<br>Technologies | Rat <i>Kdr</i> QPCR    |
| AGGTGGTGCACCGACTGTTT<br>GGCAAACCTCGTAAAGCCAT  | Integrated DNA<br>Technologies | Rat <i>Osbp16</i> QPCR |
| CCCAGGAGAGCAGTTCTGTC<br>GGATACAGTCTGACGTGAGC  | Integrated DNA<br>Technologies | Rat <i>Plat</i> QPCR   |
| TTCCAGGTGCACACAGGCTA<br>GCCAGCTCTTTCTGCAGGAT  | Integrated DNA<br>Technologies | Rat <i>iNos</i> QPCR   |
| GGAGCAAGGTCGCTTACAGA<br>GAAGATAGTAAGCGTGCTCC  | Integrated DNA<br>Technologies | Rat <i>Sod2</i> QPCR   |
| TGCCCACTCACCCAAGTTCA<br>TGGGTGGTCGGTACAGTGTC  | Integrated DNA<br>Technologies | Rat <i>Ldlr</i> QPCR   |
| CATCCTCTGTATACGGTTCC<br>CCAGAACCGTAAGAGAACAC  | Integrated DNA<br>Technologies | Rat <i>Hmgcs</i> QPCR  |
| Recombinant DNA                               |                                |                        |
| pcDNA-Med14                                   | This Study                     |                        |
| pcDNA-Med14 S983A                             | This Study                     |                        |
| pcDNA-Med14 S992A                             | This Study                     |                        |
| pcDNA-Med14 S983A/S992A                       | This Study                     |                        |
| pIRES-PURO3-kRas G12V                         | This Study                     |                        |
| Software and algorithms                       |                                |                        |
| STAR v2.5.3                                   | Dobin et al. [21]              |                        |
| MACS2 2.1.2                                   | Zhang et al. [22]              |                        |
| ATACseqQC 1.20.2                              | Ou et al. [23]                 |                        |
| TOBIAS 0.14.0                                 | Bentsen et al. [24]            |                        |
| HOMER 4.11.1                                  | Heinz et al. [7]               |                        |
| SAMtools 1.9                                  | Li et al. [25]                 |                        |
| QoRTs v1.3.6                                  | Hartley et al. [6]             |                        |
| DESeq2 1.24.0                                 | Love et al. [8]                |                        |

## Supplementary Information References

1. Abdella, R., et al., *Structure of the human Mediator-bound transcription preinitiation complex*. Science, 2021. **372**(6537): p. 52-56.
2. Ebmeier, C.C. and D.J. Taatjes, *Activator-Mediator binding regulates Mediator-cofactor interactions*. Proc Natl Acad Sci U S A, 2010. **107**(25): p. 11283-8.
3. Dornbos, P., et al., *Evaluating human genetic support for hypothesized metabolic disease genes*. Cell Metab, 2022. **34**(5): p. 661-666.
4. Van de Velde, S., et al., *CREB Promotes Beta Cell Gene Expression by Targeting Its Coactivators to Tissue-Specific Enhancers*. Mol Cell Biol, 2019. **39**(17).
5. Sanjana, N.E., O. Shalem, and F. Zhang, *Improved vectors and genome-wide libraries for CRISPR screening*. Nat Methods, 2014. **11**(8): p. 783-784.
6. Hartley, S.W. and J.C. Mullikin, *QoRTs: a comprehensive toolset for quality control and data processing of RNA-Seq experiments*. BMC Bioinformatics, 2015. **16**(1): p. 224.
7. Heinz, S., et al., *Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities*. Mol Cell, 2010. **38**(4): p. 576-89.
8. Love, M.I., W. Huber, and S. Anders, *Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2*. Genome Biol, 2014. **15**(12): p. 550.
9. Schindelin, J., et al., *Fiji: an open-source platform for biological-image analysis*. Nat Methods, 2012. **9**(7): p. 676-82.
10. Hao, Y., et al., *Dictionary learning for integrative, multimodal and scalable single-cell analysis*. Nat Biotechnol, 2024. **42**(2): p. 293-304.
11. Lause, J., P. Berens, and D. Kobak, *Analytic Pearson residuals for normalization of single-cell RNA-seq UMI data*. Genome Biol, 2021. **22**(1): p. 258.
12. Choudhary, S. and R. Satija, *Comparison and evaluation of statistical error models for scRNA-seq*. Genome Biol, 2022. **23**(1): p. 27.
13. Korsunsky, I., et al., *Fast, sensitive and accurate integration of single-cell data with Harmony*. Nat Methods, 2019. **16**(12): p. 1289-1296.
14. Patil, A.P., A., *CellKb Immune: a manually curated database of mammalian hematopoietic marker gene sets for rapid cell type identification*. bioRxiv, 2020.
15. Elizarraras, J.M., et al., *WebGestalt 2024: faster gene set analysis and new support for metabolomics and multi-omics*. Nucleic Acids Res, 2024. **52**(W1): p. W415-W421.
16. He, L., et al., *Extracting Accurate Precursor Information for Tandem Mass Spectra by RawConverter*. Anal Chem, 2015. **87**(22): p. 11361-7.
17. Xu, T., et al., *ProLuCID: An improved SEQUEST-like algorithm with enhanced sensitivity and specificity*. J Proteomics, 2015. **129**: p. 16-24.

18. Tabb, D.L., W.H. McDonald, and J.R. Yates, 3rd, *DTASelect and Contrast: tools for assembling and comparing protein identifications from shotgun proteomics*. J Proteome Res, 2002. **1**(1): p. 21-6.
19. Peng, J., et al., *Evaluation of multidimensional chromatography coupled with tandem mass spectrometry (LC/LC-MS/MS) for large-scale protein analysis: the yeast proteome*. J Proteome Res, 2003. **2**(1): p. 43-50.
20. Park, S.K., et al., *Census 2: isobaric labeling data analysis*. Bioinformatics, 2014. **30**(15): p. 2208-9.
21. Dobin, A., et al., *STAR: ultrafast universal RNA-seq aligner*. Bioinformatics, 2013. **29**(1): p. 15-21.
22. Zhang, Y., et al., *Model-based analysis of ChIP-Seq (MACS)*. Genome Biol, 2008. **9**(9): p. R137.
23. Ou, J., et al., *ATACseqQC: a Bioconductor package for post-alignment quality assessment of ATAC-seq data*. BMC Genomics, 2018. **19**(1): p. 169.
24. Bentsen, M., et al., *ATAC-seq footprinting unravels kinetics of transcription factor binding during zygotic genome activation*. Nat Commun, 2020. **11**(1): p. 4267.
25. Li, H., et al., *The Sequence Alignment/Map format and SAMtools*. Bioinformatics, 2009. **25**(16): p. 2078-9.

How the deposited data were processed for this re-analysis (not part of the article)

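Chromatin accessibility was measured by ATAC-seq in 6 libraries of rat INS-1 cells, WT or Med14 S983A mutant, each untreated, treated with 10 nM Ex-4 or treated with 10 μM FSK for 1 h. Conditions were taken from the sample labels and doses and times from the paper. There was 1 library per condition, and the labels do not say whether it pooled cultures.

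The authors trimmed the reads with Trim Galore, aligned them to rn6 with bwa mem, removed mitochondrial, low quality and duplicated reads with samtools and called peaks with macs2. The supplement lists MACS2 2.1.2, SAMtools 1.9 and HOMER 4.11.1, and versions of the other tools and call thresholds were not found in the sources used here. The header of the deposited table names HOMER as the tool that counted tags, and its FPKM values are per kilobase of merged peak and scaled to the tags inside the library's own peaks. A peak not called in a library is listed at 0 there, except 116 to 141 peaks per library that were not called and lie above 0. FPKM values multiplied by peak length fell on whole tags for 100% of 89574 to 101860 values checked per library, within 0.1 tag, which gave 134321443 to 251148370 tags inside peaks. The table lists 3 peaks on the mitochondrial sequence. Its rows have no gene names, and an rn6 genome or annotation was not used here.

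From these values the log2 ratio of 7 pairs of libraries was computed with a pseudocount of 0.1 times the median FPKM of 2.172, over 165374 of 220490 peaks with a mean FPKM at or above the 25th percentile. Peaks were counted as opened or closed at 2-fold, as responsive at 1.5-fold on the other stimulus and as non-responsive within 1.1-fold. Correlations across peaks were computed only between comparisons that share no library. Genotype ratios were summarised as medians in 5 Mb windows with at least 20 peaks, and a window was counted as shifted when its median lay 0.5 or more (log2) to one side of the median of all peaks in all 3 treatments. The rule for a shifted window, the 100 kb windows and the restriction to 86574 kept peaks called in all 6 libraries were chosen after values were seen. The reason for the restriction is shown by the peak at chromosome 3 from 81342574 to 81342988, ranked first by its fall with FSK in WT cells, which is listed at 0 in WT FSK and at 23.2 to 45.4 FPKM in the other libraries.

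The rule for named peaks, fixed before the data were examined, took the 10 largest rises and the 10 largest falls in each of the 4 comparisons with CON and in S983A CON against WT CON, among peaks whose mean FPKM was at or above the median of the means. All of the peaks it named were listed at 0 in 1 of the libraries compared, so no fold is given for them. The peaks named in the text come from the same ranking among peaks called in all 6 libraries. The rule also named genes of the paper, and lists of genes and motifs had been fixed, and these need a genome or annotation of the build and were not analysed here. Footprints, promoter and distal positions and the paper's enhancer lists were not analysed here either.

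With 1 library per condition no test across replicates was made. Intervals for shares are Wilson 95% intervals, those for medians come from binomial order statistics, those for differences of medians from 1000 resamples of peaks, those for correlations from 100 and those for ratios of 2 libraries from the exact binomial split of their tags. Those over peaks treat peaks as independent draws, and those for ratios cover the counting of tags only. None covers the variation between cultures. The steps were tested on simulated tags for peaks called in all 6 libraries. The filter and the pseudocount were computed from the simulated peaks alone. The filter therefore dropped the lowest of the 86579 peaks and left 64934, and the pseudocount was higher than 0.2172. The values found do not cover the lowest peaks among the 86574 analysed. A planted 4-fold FSK response was found at a median log2 of 1.91 in WT and in S983A cells, with 100% of these peaks called opened, and a planted 2-fold response in S983A cells at 0.93, with 12.3% called opened. None of the 63997 unchanged peaks was called opened in WT cells. Apart from the planted changes, every library was drawn from the same mean profile with counting error alone. The absence of false calls therefore says nothing of the variation between cultures. With equal planted responses 53.6% of peaks were smaller in S983A cells. Since 100% of the planted responsive peaks were chosen on Ex-4, that share includes no selection on chance values of the control. All 4 planted windows and no other were found.

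Alternatives covered the pseudocount, the filter, the scaling between libraries, the threshold, the choice of responsive peaks, a trend with accessibility and the window size. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.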

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

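The results in this part come from genotype comparisons over all peaks and along the chromosomes, whereas the paper compares the genotypes over enhancers and motifs, and from peaks where the 2 genotypes moved in opposite directions. The test of windows picked without the CON libraries was chosen after window medians that bear on it had been seen, and the other tests of the blocks and of depth after the pattern itself was seen, though before their own values were.

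Blocks of chromosome in which most peaks lay to one side between the genotypes were flagged as a signal at sites beyond the enhancers and motifs over which the paper compares the same libraries. Over peaks called in all 6 libraries, 15 of 560 windows of 5 Mb were higher and 13 were lower in S983A cells in all 3 treatments. Over the kept peaks, the set fixed before the data were examined, 12 were higher and 17 were lower. Over peaks called in all 6 libraries, neighbouring windows formed 5 blocks. S983A cells were higher on chromosome 5 from 155000001 to 175000000 (median log2 ratio 0.93 in CON over 956 peaks) and chromosome 9 from 75000001 to 125000000 (0.90 over 1373 peaks). They were lower on chromosome 4 from 160000001 to 185000000 (-0.86 over 490 peaks), chromosome 15 from 1 to 10000000 (-0.69 over 293 peaks) and chromosome 17 from 1 to 10000000 (-0.51 over 430 peaks). Over the kept peaks some windows of these blocks were not shifted by the rule. They start at 170000001 on chromosome 5, at 105000001 and 115000001 on chromosome 9 and at 5000001 on chromosome 17.

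Chance neighbourhood of peaks that differ one by one is argued against, since at most 1 window passed in 100 shuffles of the peaks within chromosomes, against 28 in the data. A changed response to the stimuli is argued against as the cause, since windows picked on the Ex-4 and FSK libraries alone, again 28, were shifted by a median log2 of 0.82 (0.80 to 0.85) in the CON libraries. A difference in copy number between the S983A and WT cells stays open. In the CON libraries 85.3% (84.1 to 86.4%) of the peaks of the blocks lay on the block's side, but the blocks were picked for a shift in CON, which puts most of their peaks on that side. Copy number itself was not measured, and a difference of chromatin state over whole blocks was not tested.

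More peaks were called with FSK and not in the control in WT cells (52785) than in S983A cells (41459), and the WT FSK library held 1.54 times the tags of S983A FSK inside peaks. Depth here means tags inside peaks, which depend on the peaks called as well as on sequencing depth. Of 25662 peaks called in WT FSK and in neither WT CON nor S983A FSK, 70.2% (69.6 to 70.8%) would hold fewer tags at the depth of S983A FSK than the median peak gained in S983A cells. This lies between the 80% set for depth as the cause and the 50% set against it. Holding fewer tags than that median does not mean that a peak would be missed. At that depth these peaks would hold a median of 57.8 tags, against 46 at the 5th percentile of the peaks called in S983A FSK. In the other direction, 13920 peaks gained in S983A cells were not called in WT FSK. Depth and a smaller response cannot be told apart from the calls.

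Peaks called in all 3 WT libraries and in no S983A library numbered 12172, and 4998 were called in all 3 S983A libraries and in no WT library. In each treatment the WT library held more tags inside peaks and had more peaks called than the S983A library. Whether depth accounts for the unequal numbers was not tested. Of the peaks called in all 6 libraries, 7217 were at least 2-fold lower and 2788 at least 2-fold higher in S983A cells in all 3 treatments.

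FSK opened 1 peak at least 2-fold in WT cells that it closed at least 2-fold in S983A cells, at chromosome 17 from 75357139 to 75357586, and the difference was not tested. Conversely, 3 peaks were closed by FSK in WT and opened in S983A cells, at chromosome 1 from 265332035 to 265332468 and from 199054098 to 199054477 and at chromosome 7 from 100303549 to 100304031. Ex-4 closed 1 peak in WT cells that it opened in S983A cells, at chromosome X from 72071556 to 72072271. These differences were not tested either, and 86574 peaks were searched for them.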

How the results depend on the processing

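The pseudocount, filter, scaling, threshold and choice of peaks were varied one at a time over the kept peaks, as set before the data were examined, and over peaks called in all 6 libraries, a set chosen after seeing the data, as were the window counts other than those in 2 Mb windows. Of the values recomputed, 319 stayed within 1.5 times the count or within the 95% interval, 177 moved beyond it and 8 changed sign or side. A change of sign or side was counted only where the interval of the reported value did not itself reach the other side. The interval of the FSK share over the kept peaks did, so its crossings count as moved. The cause was not tested except where a threshold or filter admits fewer or more peaks by construction. Intervals over so many peaks are narrow, so small shifts count as moved, and none covers variation between cultures. Over the kept peaks the S983A minus WT difference in FSK response changed sign with 5 settings (0.027, 0.017, 0.018, 0.35 and 1.44 below), so its direction is not settled there. Over peaks called in all 6 libraries it stayed below 0 with every setting, but was -0.00013 with peaks chosen on S983A alone, where the share was 49.8% and so changed side. The Ex-4 response was larger in S983A cells in every setting over peaks called in all 6 libraries, and over the kept peaks those larger in S983A outnumbered those smaller in every setting but quantile normalization. A share counts equal responses as not smaller, and over the kept peaks 3.88% were equal for FSK and 36.7% for Ex-4, against none with quantile normalization. That setting also turned the Ex-4 median of WT cells at non-responsive peaks called in all 6 libraries from 0.0083 to -0.00066. The window counts as reported were 12 higher and 17 lower over the kept peaks and 15 and 13 over peaks called in all 6 libraries. A fit of genotype with treatment as a block was left out. Distal or promoter subsets, motifs, gene lists, single loci and their alternatives were not run, since no annotation of the build was used.

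Scaling moved the split of opened against closed peaks. Over the kept peaks quantile normalization gave 33434 opened and 36611 closed for FSK in WT cells, 30022 and 26148 for FSK in S983A cells, and 33609 higher and 33268 lower for S983A FSK against WT FSK. Over peaks called in all 6 libraries median-ratio scaling gave 6606 opened and 2732 closed for FSK in WT cells and 5298 and 3444 in S983A cells, moving the median of all peaks by 0.11 in each. In that set quantile normalization gave 5016 and 2922 for FSK in S983A cells, 663 and 198 for Ex-4 in S983A cells, and 5602 higher and 8273 lower for S983A FSK against WT FSK.

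Over the kept peaks the values that moved follow, the response shares and differences being named by the stimulus measured. With a pseudocount of 0.01 times the median FPKM, S983A minus WT was 0.027 (FSK), r was 0.557 (WT FSK and S983A FSK), 0.079 (WT Ex-4 and S983A Ex-4), 0.093 (WT Ex-4 and S983A FSK) and 0.162 (WT FSK and S983A Ex-4). With a pseudocount of 0.5 times the median FPKM, the share responding less in S983A was 50.6% (FSK) and 23.2% (Ex-4), r was 0.627 (WT FSK and S983A FSK), 0.120 (WT Ex-4 and S983A Ex-4), 0.144 (WT Ex-4 and S983A FSK) and 0.223 (WT FSK and S983A Ex-4). With no filter, opened peaks numbered 14351 (WT Ex-4 / WT CON), 61831 (WT FSK / WT CON) and 28756 (S983A FSK / WT FSK), closed peaks numbered 12626 (WT Ex-4 / WT CON) and 10831 (S983A Ex-4 / S983A CON), the share responding less in S983A was 36.6% (FSK) and 16.6% (Ex-4), S983A minus WT was -0.32 (FSK), non-responsive medians were 0.060 (WT FSK), r was 0.441 (WT FSK and S983A FSK), 0.064 (WT Ex-4 and S983A Ex-4), 0.083 (WT Ex-4 and S983A FSK) and 0.120 (WT FSK and S983A Ex-4), windows were 3 higher and 9 lower. With a filter at the median mean, opened peaks numbered 3704 (WT Ex-4 / WT CON), 16147 (WT FSK / WT CON), 6191 (S983A Ex-4 / S983A CON), 13627 (S983A FSK / S983A CON), 10813 (S983A CON / WT CON), 11927 (S983A Ex-4 / WT Ex-4) and 8219 (S983A FSK / WT FSK), closed peaks numbered 1717 (WT Ex-4 / WT CON), 6919 (WT FSK / WT CON), 1693 (S983A Ex-4 / S983A CON), 8995 (S983A FSK / S983A CON), 21061 (S983A CON / WT CON), 19421 (S983A Ex-4 / WT Ex-4) and 23090 (S983A FSK / WT FSK), the share responding less in S983A was 53.2% (FSK) and 32.1% (Ex-4), S983A minus WT was 0.017 (FSK) and 0.21 (Ex-4), non-responsive medians were -0.11 (WT FSK), -0.064 (S983A FSK), 0.0036 (WT Ex-4) and -0.0028 (S983A Ex-4), r was 0.651 (WT FSK and S983A FSK), 0.155 (WT Ex-4 and S983A Ex-4), 0.179 (WT Ex-4 and S983A FSK) and 0.302 (WT FSK and S983A Ex-4). With median-ratio scaling, the share responding less in S983A was 45% (FSK) and 26.1% (Ex-4), S983A minus WT was 0.018 (FSK), non-responsive medians were 0.023 (WT Ex-4), r was 0.198 (WT FSK and S983A Ex-4). With quantile normalization, opened peaks numbered 33609 (S983A FSK / WT FSK), closed peaks numbered 36611 (WT FSK / WT CON) and 26148 (S983A FSK / S983A CON), the share responding less in S983A was 66.1% (Ex-4), S983A minus WT was 0.35 (FSK) and -0.0046 (Ex-4), non-responsive medians were -0.090 (WT FSK), -0.076 (S983A FSK), 0.012 (WT Ex-4) and -0.0048 (S983A Ex-4), r was 0.583 (WT FSK and S983A FSK) and 0.106 (WT Ex-4 and S983A FSK). With a 1.5-fold threshold, opened peaks numbered 26227 (S983A FSK / WT FSK), closed peaks numbered 28504 (WT FSK / WT CON) and 27225 (S983A FSK / S983A CON). With a 3-fold threshold, closed peaks numbered 8899 (WT FSK / WT CON). With peaks chosen at 2-fold, the share responding less in S983A was 47.6% (FSK) and 22.3% (Ex-4). With the 500 most responsive peaks, the share responding less in S983A was 57% (FSK) and 7% (Ex-4), S983A minus WT was -0.32 (FSK). With peaks chosen on WT alone, the share responding less in S983A was 79.9% (FSK) and 31.1% (Ex-4), S983A minus WT was -2.61 (FSK). With peaks chosen on S983A alone, the share responding less in S983A was 35.1% (FSK) and 16.9% (Ex-4), S983A minus WT was 1.44 (FSK) and 0.092 (Ex-4). With centring in 50 bins, the share responding less in S983A was 31.2% (Ex-4), S983A minus WT was 0.23 (Ex-4). With 2 Mb windows, windows were 31 higher and 69 lower.

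Over peaks called in all 6 libraries the values that moved follow. With a pseudocount of 0.01 times the median FPKM, closed peaks numbered 206 (WT Ex-4 / WT CON) and 168 (S983A Ex-4 / S983A CON), the share responding less in S983A was 67.1% (FSK), r was 0.831 (WT FSK and S983A FSK), 0.458 (WT Ex-4 and S983A Ex-4), 0.457 (WT Ex-4 and S983A FSK) and 0.603 (WT FSK and S983A Ex-4). With a pseudocount of 0.5 times the median FPKM, opened peaks numbered 226 (WT Ex-4 / WT CON) and 248 (S983A Ex-4 / S983A CON), closed peaks numbered 15 (WT Ex-4 / WT CON), 2130 (WT FSK / WT CON), 13 (S983A Ex-4 / S983A CON) and 2284 (S983A FSK / S983A CON), the share responding less in S983A was 77.3% (FSK), S983A minus WT was 0.12 (Ex-4), non-responsive medians were -0.13 (WT FSK) and 0.0063 (WT Ex-4), r was 0.856 (WT FSK and S983A FSK), 0.516 (WT Ex-4 and S983A Ex-4), 0.495 (WT Ex-4 and S983A FSK) and 0.646 (WT FSK and S983A Ex-4). With a filter at the median mean, closed peaks numbered 54 (WT Ex-4 / WT CON) and 60 (S983A Ex-4 / S983A CON), r was 0.853 (WT FSK and S983A FSK), 0.519 (WT Ex-4 and S983A Ex-4), 0.496 (WT Ex-4 and S983A FSK) and 0.650 (WT FSK and S983A Ex-4). With median-ratio scaling, the share responding less in S983A was 36.7% (Ex-4), S983A minus WT was 0.12 (Ex-4), non-responsive medians were -0.041 (WT FSK), -0.017 (S983A FSK), 0.0033 (WT Ex-4) and -0.023 (S983A Ex-4). With scaling to reads in peaks, non-responsive medians were -0.14 (WT FSK), -0.11 (S983A FSK) and 0.0057 (WT Ex-4). With quantile normalization, closed peaks numbered 198 (S983A Ex-4 / S983A CON) and 2922 (S983A FSK / S983A CON), the share responding less in S983A was 74.3% (FSK) and 41.3% (Ex-4), S983A minus WT was -0.30 (FSK) and 0.091 (Ex-4), non-responsive medians were -0.088 (WT FSK), -0.049 (S983A FSK), -0.00066 (WT Ex-4) and -0.016 (S983A Ex-4), r was 0.460 (WT Ex-4 and S983A FSK) and 0.599 (WT FSK and S983A Ex-4). With a 1.5-fold threshold, opened peaks numbered 2427 (WT Ex-4 / WT CON), 10539 (WT FSK / WT CON), 3782 (S983A Ex-4 / S983A CON), 8902 (S983A FSK / S983A CON), 11395 (S983A CON / WT CON), 11701 (S983A Ex-4 / WT Ex-4) and 10094 (S983A FSK / WT FSK), closed peaks numbered 1096 (WT Ex-4 / WT CON), 12578 (WT FSK / WT CON), 1045 (S983A Ex-4 / S983A CON), 14040 (S983A FSK / S983A CON), 17257 (S983A CON / WT CON), 16169 (S983A Ex-4 / WT Ex-4) and 18751 (S983A FSK / WT FSK). With a 3-fold threshold, opened peaks numbered 57 (WT Ex-4 / WT CON), 2233 (WT FSK / WT CON), 93 (S983A Ex-4 / S983A CON), 1593 (S983A FSK / S983A CON), 1491 (S983A CON / WT CON), 1542 (S983A Ex-4 / WT Ex-4) and 1184 (S983A FSK / WT FSK), closed peaks numbered 3 (WT Ex-4 / WT CON), 530 (WT FSK / WT CON), 6 (S983A Ex-4 / S983A CON), 721 (S983A FSK / S983A CON), 4442 (S983A CON / WT CON), 4000 (S983A Ex-4 / WT Ex-4) and 4821 (S983A FSK / WT FSK). With peaks chosen at 2-fold, the share responding less in S983A was 73.7% (FSK) and 32.3% (Ex-4), S983A minus WT was -0.36 (FSK) and 0.19 (Ex-4). With the 500 most responsive peaks, the share responding less in S983A was 73.6% (FSK) and 27% (Ex-4), S983A minus WT was -0.36 (FSK) and 0.32 (Ex-4). With peaks chosen on WT alone, the share responding less in S983A was 86.2% (FSK) and 43.2% (Ex-4), S983A minus WT was -0.52 (FSK) and 0.068 (Ex-4). With peaks chosen on S983A alone, the share responding less in S983A was 49.8% (FSK) and 27.3% (Ex-4), S983A minus WT was -0.00013 (FSK) and 0.21 (Ex-4). With centring in 50 bins, the share responding less in S983A was 37.2% (Ex-4), S983A minus WT was 0.11 (Ex-4). With 2 Mb windows, windows were 31 higher and 29 lower.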

Differences from the paper's values

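No value that the paper states in its text was computed here in the same way, so the differences below are of direction. The paper states that stimulus-induced accessibility was smaller in the mutant cells, and Fig. S3 shows this for Ex-4 over inducible enhancers in the panel drawn as F, which the legend describes under E. Here the median log2 Ex-4 response over 9326 FSK-responsive peaks called in all 6 libraries was higher in S983A cells (0.43) than in WT cells (0.30). Over the 49181 peaks of the set fixed before the data were examined the medians were 0 in both genotypes, and the response was smaller in S983A cells at 24.7%, larger at 38.6% and equal at 36.7%. Of the settings run, only quantile normalization over that set turned this order, with 66.1% of the 42369 peaks it chose responding less in S983A cells and none equal. Without it, 18059 of the 49181 peaks had no response in either genotype. Quantile normalization gives all peaks listed at 0 in both libraries of a comparison the same offset. Its medians, -0.057 in WT and -0.061 in S983A cells, equal those over all kept peaks. The turn therefore cannot decide the direction of the Ex-4 response. For FSK, the response was smaller in S983A cells at 49.4% of the peaks of the set fixed before the data were examined, larger at 46.7% and equal at 3.88%. It was smaller at 70.1% of those called in all 6 libraries, which goes the paper's way but was chosen after seeing the values. That restriction drops 89.0% of the peaks of the fixed set. Over the fixed set the FSK share passed 50% with a pseudocount of 0.5 times the median FPKM (50.6%), a filter at the median mean (53.2%), the 500 most responsive peaks (57%) and peaks chosen on WT alone (79.9%), and the median was lower in S983A (2.34) than in WT cells (2.48). Which of the paper's own regions the restriction drops was not counted.

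The panel of Fig. S3 drawn as E, by the letters in the picture and not those of the legend, shows lower accessibility in the mutant over inducible enhancers. This holds there against WT cells in CON, Ex-4 and FSK. Here the median log2 ratio of S983A to WT at the Ex-4 responsive peaks was 0.011 (-0.035 to 0.052) with Ex-4, while it was lower in S983A cells in CON (-0.12) and with FSK (-0.38). The median FPKM of the same peaks with Ex-4 does go the paper's way, at 4.82 in S983A and 5.59 in WT cells, and the ratio at peaks not responsive to Ex-4 was higher, at 0.11. These are peaks called in all 6 libraries. Over the kept peaks, the set fixed before the data were examined, the median FPKM with Ex-4 goes the other way, at 2.08 in S983A and 1.91 in WT cells, with a median log2 ratio of 0.14 (0.12 to 0.16). The regions compared are not the paper's enhancers.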

Other observations

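Differences between the genotypes were larger than the responses to Ex-4 and were shared by the treatments. Over peaks called in all 6 libraries, 4766 were at least 2-fold higher and 9900 at least 2-fold lower in S983A than in WT cells without treatment, 4909 and 8986 with Ex-4, and 4040 and 10813 with FSK (5602 and 8273 with quantile normalization). Over the 165374 kept peaks the counts were 19949 and 37268 in CON, 24177 and 35077 with Ex-4, and 17122 and 42393 with FSK (33609 and 33268 with quantile normalization). Over peaks called in all 6 libraries, the genotype difference in CON correlated with that in Ex-4 cells at 0.942 and with that in FSK cells at 0.907 (Pearson). Over the kept peaks these coefficients were 0.732 and 0.621. They were taken across peaks of separate libraries, and peaks are not independent replicates. With 1 library per genotype and treatment, a difference between the lines cannot be separated from the mutation.

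Among peaks called in all 6 libraries whose mean FPKM was at or above the median of the means, the largest fall from WT CON to S983A CON was at chromosome 12 of rn6 from 48794957 to 48795821, whose FPKM was 62.0 in WT CON and 0.646 in S983A CON cells. The largest rise was at chromosome 6 from 132195309 to 132196110, from 0.379 to 40.0. In some windows most peaks called in all 3 libraries of one genotype were called in none of the other. On chromosome 9 from 14100001 to 14200000 all 11 peaks called in the 3 WT libraries were called in no S983A library, as were 11 of 12 on chromosome 1 from 95000001 to 95100000 and all 10 on chromosome 12 from 48800001 to 48900000. On chromosome 20 from 51500001 to 51600000, 13 of the 16 peaks called in the 3 S983A libraries were called in no WT library. These windows were picked after their values were seen.

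The smaller FSK response and larger Ex-4 response of S983A cells at responsive peaks were followed up on the peaks called in all 6 libraries, and the tests of chance values and of centring were chosen after medians that bear on them had been seen. Chance values of the control library that enters both the choice and the response stay open for FSK. Over peaks chosen on Ex-4 in S983A cells alone, where they would raise the S983A response, the S983A minus WT difference in median log2 was -0.00013 (-0.035 to 0.030). For Ex-4 they are argued against, since over peaks chosen on FSK in WT cells alone, where they would raise the WT response, it was 0.068 (0.059 to 0.079). A test set earlier, with each genotype measured over peaks chosen in the other, gave -0.29 and 0.13 but compares 2 lists whose shares of chance peaks can differ, so it decides nothing. A trend with accessibility is argued against by a difference of -0.22 (-0.25 to -0.18) for FSK after centring in 50 bins, and unequal starting accessibility by -0.29 (-0.37 to -0.20) over 289 peaks with CON within 1.1-fold, while for Ex-4 the same test over 1289 peaks gave 0.11 (0.087 to 0.13) and stays open. These intervals resample peaks; against the SD over 21 chromosomes, which was applied first except to the 2 tests of chance values reported first here (0.11, 0.032, 0.10, 0.21 and 0.065 in the same order, without the earlier test), only the Ex-4 test of chance values and the centring test argue against their explanations. The Med14 S983A mutation stays an open explanation, untested because each condition has 1 library.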
